# Tumor removal limits prostate cancer cell dissemination in bone and osteoblasts induce cancer cell dormancy through focal adhesion kinase

**DOI:** 10.1186/s13046-023-02849-0

**Published:** 2023-10-11

**Authors:** Ruihua Liu, Shang Su, Jing Xing, Ke Liu, Yawei Zhao, Mary Stangis, Diego P. Jacho, Eda D. Yildirim-Ayan, Cara M. Gatto-Weis, Bin Chen, Xiaohong Li

**Keywords:** Prostate cancer, Bone metastases; tumor removal, Dormancy, Osteoblasts, Mitochondria, FAK

## Abstract

**Background:**

Disseminated tumor cells (DTCs) can enter a dormant state and cause no symptoms in cancer patients. On the other hand, the dormant DTCs can reactivate and cause metastases progression and lethal relapses. In prostate cancer (PCa), relapse can happen after curative treatments such as primary tumor removal. The impact of surgical removal on PCa dissemination and dormancy remains elusive. Furthermore, as dormant DTCs are asymptomatic, dormancy-induction can be an operational cure for preventing metastases and relapse of PCa patients.

**Methods:**

We used a PCa subcutaneous xenograft model and species-specific PCR to survey the DTCs in various organs at different time points of tumor growth and in response to tumor removal. We developed in vitro 2D and 3D co-culture models to recapitulate the dormant DTCs in the bone microenvironment. Proliferation assays, fluorescent cell cycle reporter, qRT-PCR, and Western Blot were used to characterize the dormancy phenotype. We performed RNA sequencing to determine the dormancy signature of PCa. A drug repurposing algorithm was applied to predict dormancy-inducing drugs and a top candidate was validated for the efficacy and the mechanism of dormancy induction.

**Results:**

We found DTCs in almost all mouse organs examined, including bones, at week 2 post-tumor cell injections. Surgical removal of the primary tumor reduced the overall DTC abundance, but the DTCs were enriched only in the bones. We found that osteoblasts, but not other cells of the bones, induced PCa cell dormancy. RNA-Seq revealed the suppression of mitochondrial-related biological processes in osteoblast-induced dormant PCa cells. Importantly, the mitochondrial-related biological processes were found up-regulated in both circulating tumor cells and bone metastases from PCa patients’ data. We predicted and validated the dormancy-mimicking effect of PF-562,271 (PF-271), an inhibitor of focal adhesion kinase (FAK) in vitro. Decreased FAK phosphorylation and increased nuclear translocation were found in both co-cultured and PF-271-treated C4-2B cells, suggesting that FAK plays a key role in osteoblast-induced PCa dormancy.

**Conclusions:**

Our study provides the first insights into how primary tumor removal enriches PCa cell dissemination in the bones, defines a unique osteoblast-induced PCa dormancy signature, and identifies FAK as a PCa cell dormancy gatekeeper.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-023-02849-0.

## Background

Prostate cancer (PCa) is the most frequently diagnosed cancer and the second leading cause of cancer-related deaths in men in the United States [1]. Up to 90% of patients with advanced-stage PCa develop bone metastases, but only 10% are diagnosed with bone metastases at initial diagnosis [2–4]. Primary PCa cells can disseminate early and remain dormant in distant organs before reactivation, causing metastasis and recurrence [5–8]. Despite various therapies, including prostatectomy and enzalutamide treatment, 20–45% of these patients relapse years later [9–14]. The mechanisms of PCa cell dissemination, dormancy, and reactivation, particularly the impact of treatments on these processes, are poorly understood.

Tumor dormancy can be categorized as tumor mass dormancy and cellular dormancy [5, 6, 15]. Tumor mass dormancy is when a small, undetectable tumor reaches an equilibrium between proliferation and cell death, resulting in no progression or overt metastases. Cellular dormancy occurs when a cancer cell enters a state of quiescence with significantly reduced proliferation. Tumor dormancy is often a combination of both, and the mechanisms of tumor dormancy can be attributed to cancer cell-intrinsic and acquired quiescence resulting from external stimuli, including the microenvironment and drug treatment [16–26]. Dormant cancer cells are under cell cycle arrest, are neither actively proliferative nor apoptotic, and express reduced levels of Ki67 and cell cycle-related genes but higher levels of dormancy makers, such as the nuclear receptor subfamily 2 group F member 1 (NR2F1) [17, 22, 27–30]. Due to cancer cell heterogeneity, distinct dormancy markers are expected and identified under different microenvironment settings and for various cancers. Therefore, our study aims to investigate the effects of tumor removal on PCa cell dissemination, determine clinically relevant dormant PCa profiles, and explore approaches to harness PCa cell dormancy.

We conducted a comparative analysis of the abundance of the disseminated tumor cells (DTCs) in various organs of mice with or without tumor removal. Our findings using an in vitro mixed co-culture model revealed that only osteoblasts induced and maintained PCa cell dormancy. We profiled the gene expression signature of the dormant C4-2B cells and identified that the top six enriched biological processes from the significantly down-regulated genes were all mitochondria-related. Interestingly, we also discovered through PCa patient dataset analyses that mitochondria-related biological processes were enriched in the up-regulated genes of circulating tumor cells. This indicates that dormancy could hinder PCa progression in patients and, conversely, a relapse could result from dormancy reactivation. However, direct mitochondrial inhibition failed to induce PCa cell dormancy. To identify a drug that mimics PCa cell dormancy in vitro, we used a novel drug prediction artificial intelligence (AI) platform and predicted PF-562,271 (PF-271), a potent ATP-competitive and reversible focal adhesion kinase (FAK) inhibitor [31–33]. We validated the dormancy-mimicking effect of PF-271 by inhibiting FAK phosphorylation and inducing FAK nuclear translocation in vitro. Overall, our study provides the first evidence of the effects of primary tumor removal on PCa cell dissemination, identified the signature of the osteoblast-induced C4-2B cell dormancy, and discovered a drug that induces PCa cell dormancy *in vitro*.

## Materials and methods

### Cell cultures

Unless specified, cell lines were purchased from ATCC (American Type Culture Collection, Manassas, VA). Mouse osteoblast MC3T3-E1 cells (gift from Dr. Bart Williams, Van Andel Institute) were maintained in α-MEM supplemented with 10% fetal bovine serum (FBS). Mouse macrophage Raw264.7 cells (gift from Dr. Cindy Miranti, Arizona State University), mouse fibroblast NIH3T3 cells, and human embryonic kidney 293FT cells were maintained in DMEM/HG supplemented with 10% FBS. Mouse mesenchymal progenitor OP-9 cells (gift from Dr. Tim Triche, Van Andel Institute) were cultured in MEM-α supplemented with 20% FBS. Murine Osteocyte-like Cell Line MLO-Y4 were grown in α-MEM supplemented with 5% FBS and 5% calf serum (CS) on the plate pre-coated with rat tail type 1 collagen (0.15 mg/mL, Corning, Corning, NY). Human PCa cell lines C4-2B (gift from Dr. Leland Chung and purchased from ATCC), PC-3, DU-145, and 22Rv1 were cultured in RPMI-1640 supplemented with 10% FBS. Human primary umbilical vein endothelial cells (HUVEC) were cultured in vascular cell basal media supplemented with BBE endothelial cell growth kit components. All the cells were maintained in a humidified 5% CO_2_ incubator at 37 °C except for hFOB1.19 (34 °C + 5% CO_2_). All the cells were authenticated using STR profiling in LabCorps (Burlington, NC) and maintained mycoplasma-free. Stable cell lines were generated via lentivirus infection, as described in the sections below.

### Lentivirus packaging and stable cell line generation

Plasmid pLenti-GFP-Blast (gift from Dr. Wei Wu, Tsinghua University) was used for general GFP labeling, and pLenti-PGK-Neo-PIP-FUCCI (Fluorescent Ubiquitination-based Cell Cycle Indicator) (Addgene # 118,616) was used for accurate cell cycle phase indicator [34]. GFP-mouse FAK plasmid was a gift from Dr. Steve Lim, University of Alabama at Birmingham. We subcloned it into pLenti-GFP-blast (replacing the original GFP cassette) to get pLenti-GFP-mFAK plasmid for overexpressing GFP-mFAK in C4-2B cells. Luciferase-expressing lentiviral particles (puromycin resistance) were purchased from GeneCopoeia (Rockville, MD). All the other lentiviral supernatants for stable line generation were prepared in 293FT cells using ViraPower™ Lentiviral Gateway™ Expression Kit (Thermo Fisher) following the manual. C4-2B were infected with virus particles/supernatants, selected with blasticidin, puromycin, or neomycin for 7–10 days to get stable cell populations, and later maintained at lower antibiotic concentrations. C4-2B/GFP and C4-2B/PIP-FUCCI cells were confirmed via fluorescence microscopy.

### Reagents, chemicals, kits, and plasmids

Listed in Supplementary Table S1.

### Mouse models

NSG-SCID mice were originally purchased from Jackson Laboratory (Bar Harbor, Maine, USA) and bred and maintained in our animal facility. The research protocols were approved by the Institutional Animal Care and Use Committee (IACUC) under protocol numbers 400,066/400,131 at the University of Toledo. NSG males, six to eight weeks old, were used for xenografting human PCa cells. For subcutaneous xenograft models, 1 million C4-2B/Luc cells were suspended in 50 µL PBS, mixed with 50 µL Matrigel (Corning, USA), and subcutaneously injected into the left flank of the NSG mice. Luminescent imaging (IVIS, Perkin Elmer, Waltham, Massachusetts, USA) was performed in a blinded manner once per week to monitor tumor growth. D-Luciferin (GoldBio, St Louis, MO) was injected intraperitoneally at a dose of 150 µg/g and incubated for 10 min before scanning in the IVIS® Spectrum In Vivo Imaging System (PerkinElmer, Waltham, MS).

At 2 weeks (wks) post tumor xenografting, the xenografted mice with similar sizes of tumors were randomized into three groups for DTC detection at different time points. In Group 1, the mice were euthanized for organ harvest and DTC detection at 2 wks. Group 2 served as the control group. In Group 3, the mice received surgical removal of the tumors at 2 wks. The mice in Group 2/3 were monitored, imaged, and euthanized at different time points, i.e., 6, 8, and 18 wks post PCa injections. Note that there are no time points beyond 8 wks for mice in Group 2 because xenografted tumors reached the euthanization criteria according to the IACUC protocol. Various organs and tissues were harvested at endpoints for genomic DNA extraction and species-specific PCR to detect the disseminated human PCa cells.

For determination of DTC distribution in long bones such as tibiae and femurs, we first removed the skeletal muscles, then cut the bones open at one end and set it into a 0.5 mL open-bottomed centrifuge tube, which was placed inside a 1.5 mL centrifuge tube. The bone marrows were centrifuged out at the maximum speed in a tabletop Eppendorf centrifuge and collected in the 1.5 mL centrifuge tube for further uses, either DNA extraction or immunofluorescence (IF) staining.

### Detection of the disseminated tumor cells (DTCs)

Total DNA was extracted from various mouse organs using the NucleoSpin Tissue kit (Macherey-Nagel Inc., Allentown, PA, USA). The DNAs were used for species-specific PCR with primers against human α-satellite and mouse plakoglobin genomic regions [35]. To semi-quantify the DTCs, a standard curve was first established by performing species-specific PCR from total DNA extracted from the mixtures of C4-2B, at 0, 1, 10, 100, 1,000, 10 thousand (k), or 100 k of cells, and 3 million MC3T3-E1 cells. 2 µg DNA for soft organs and 600 ng for tibia or femur were used in the PCR reactions for human α-satellite; 500 ng DNA was used for mouse plakoglobin. Primers are listed in Supplementary Table S2. Gel images for verification of species specificity of primers were provided in Supplementary Data. The final PCR products were loaded on 2% agarose gel, and the band intensities on raw TIFF images without oversaturation were quantified using Image J (FIJI 1.53c). Human cell numbers were relatively quantified via linear regression based on the intensity ratios of human α-satellite to mouse plakoglobin. This standard is used to semi-quantify the human cell DTC from the harvested mouse tissues. All DTC quantifications were performed in a blinded manner, and the estimated DTC numbers were listed in Supplementary Table S3. Representative images were shown in Fig. 1 and Supplementary Figure S1.

**Fig. 1:**
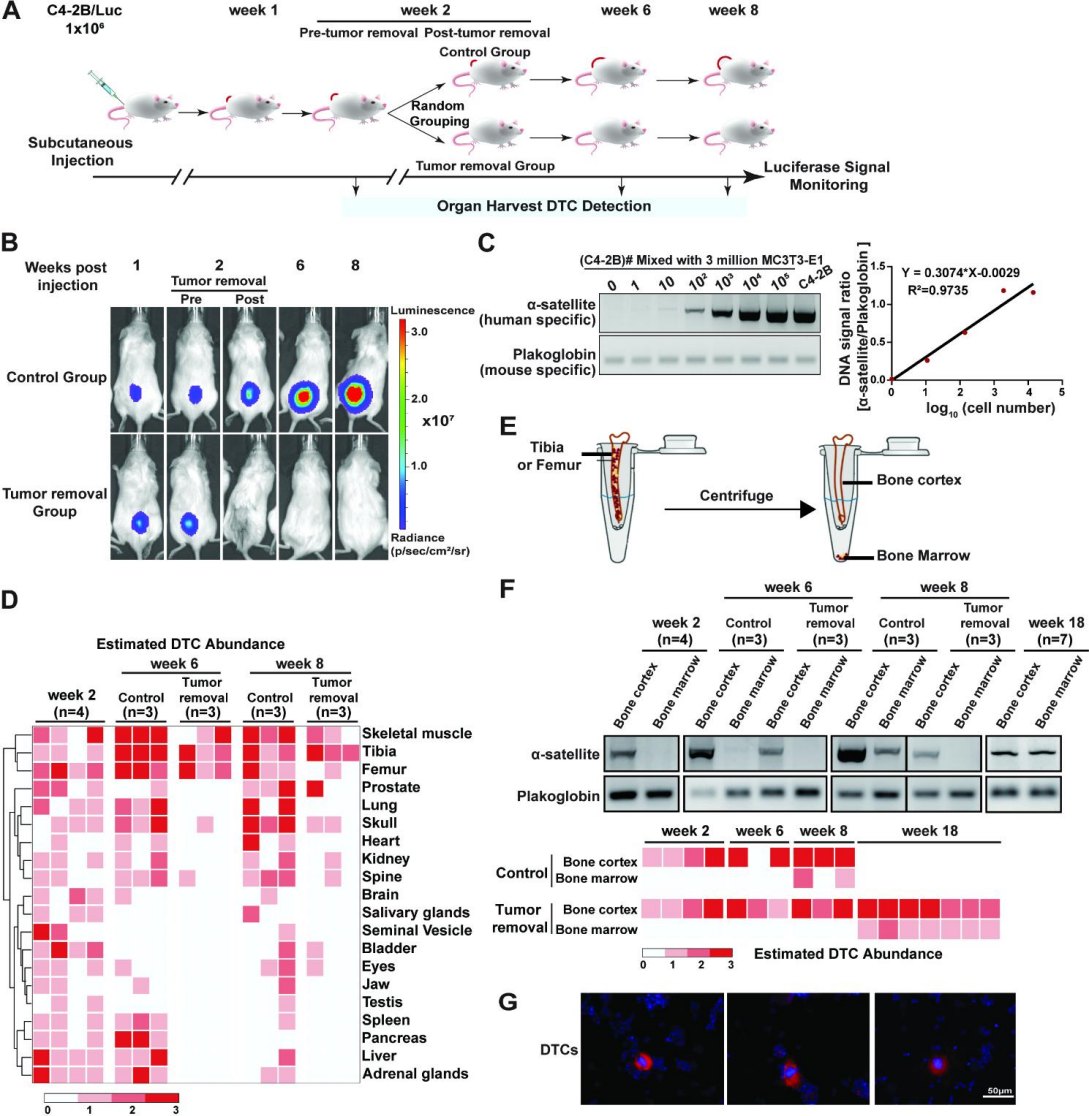
Primary tumor removal limited PCa DTC in the bone. (**A**). The schematic diagram of experimental design. (**B**). Representative weekly luminescent images of subcutaneous C4-2B/Luc tumors in mice. Pre- and Post-tumor removal indicate the time points right before the surgery and after recovery in the same week. (**C**). The standard curve for DTC number estimation is based on band intensities from the species-specific PCR of genomic DNA. Plakoglobin was used here to normalize the genomic input. (**D**). The heatmap for estimated abundance of DTCs in different tissues. Color scale: 0, not detected; 1, 1–10 DTCs; 2, 10–100 DTCs; 3, > 100 DTCs. (**E**). Diagram of separation of the bone cortex from the bone marrow of mouse tibiae or femurs. (**F**). DTC abundance in mice’s bone cortex and bone marrow post xenografting. Upper panel, representative species-specific PCR gels; lower panel, heatmap for estimated DTC abundance. For genomic DNA loading, 2 µg total genomic DNA for α-satellite PCR of bone marrow, 0.6 µg for α-satellite PCR of bone cortex, and 0.5 µg for all plakoglobin PCR were used. (**G**). Representative pictures of IF staining of the bone marrow cells using a human species-specific mitochondrial antibody (red). DAPI (blue) was used to show the nucleus. Scale bar, 50 μm. Experiments were repeated at least twice with triplicates

To validate that the bone marrow DTC is intact, we resuspended the bone marrow cells in the 1.5 mL centrifuge tube, lysed red blood cells with ACK Lysing Buffer (ThermoFisher), and further mounted them onto the slides using Cytospin. Cells on the slides were fixed with 4% Paraformaldehyde (PFA), permeated with 0.2% Triton, and blocked by 3% BSA. Slides were further incubated overnight at 4^◦^C with primary antibody against human mitochondrial marker. On the second day, the slides were washed three times and further incubated with Alexa Fluor 568 conjugated goat-anti-mouse IgG secondary antibody. Then the cells were stained with DAPI solution and washed three times before mounting with Fluoromount-G® Anti-Fade Mounting Medium (Southern Biotech, Birmingham, AL). Images were captured using Zeiss Observer Z1 confocal microscope (Carl Zeiss, Oberkochen, Germany) and processed using Image J.

### In vitro co-culture models

For the mixed co-cultures, stromal cells, MC3T3-E1 (3 × 10^5^/well), RAW264.7 (1 × 10^5^/well), NIH3T3 (5 × 10^4^/well), OP-9 cells (3 × 10^5^/well), MLO-Y4 (3 × 10^5^/well), hFOB1.19 (3 × 10^5^/well), or HUVEC (3 × 10^5^/well) were seeded in a 6-well plate and allowed for adherence for 20 to 24 h at 37 °C (hFOB1.19 at 34 °C). PCa cells (C4-2B, PC-3, 22Rv1, or DU-145) labeled with GFP (1 × 10^4^/well) were then added. For the transwell co-culture, MC3T3-E1 cells (3 × 10^5^/well) were seeded in the low chamber, while C4-2B cells (1 × 10^4^/well) were added in the upper chamber. The culture media for corresponding stromal cells were used for co-culture unless specified. Cells were harvested at certain times for further analysis.

To separate C4-2B/GFP prostate cancer cells from co-cultures with osteoblast (MC3T3-E1 or hFOB1.19), we aspirated the media from the 3-day co-culture, and gently rinsed the cells once with 1 mL PBS. Subsequently, we detached the C4-2B/GFP cells into 1 mL PBS by carefully pipetting with a 1 mL pipette. The cell suspension in PBS was transferred to a new well in a 6-well plate, while an additonal 1 mL PBS was added to the remaining osteoblasts. To ensure the successful separation between C4-2B (GFP-positive in all cells) and osteoblasts (no GFP expression), we examined both fractions under fluorescence microscopy. This separation method consistently yielded near 100% efficiency, as validated by fluorescence microscopy and genomic DNA PCR (shown in Fig. 2I for MC3T3-E1 co-culture separation and Supplementary Figure S3A for hFOB1.19 co-culture separation).

**Fig. 2:**
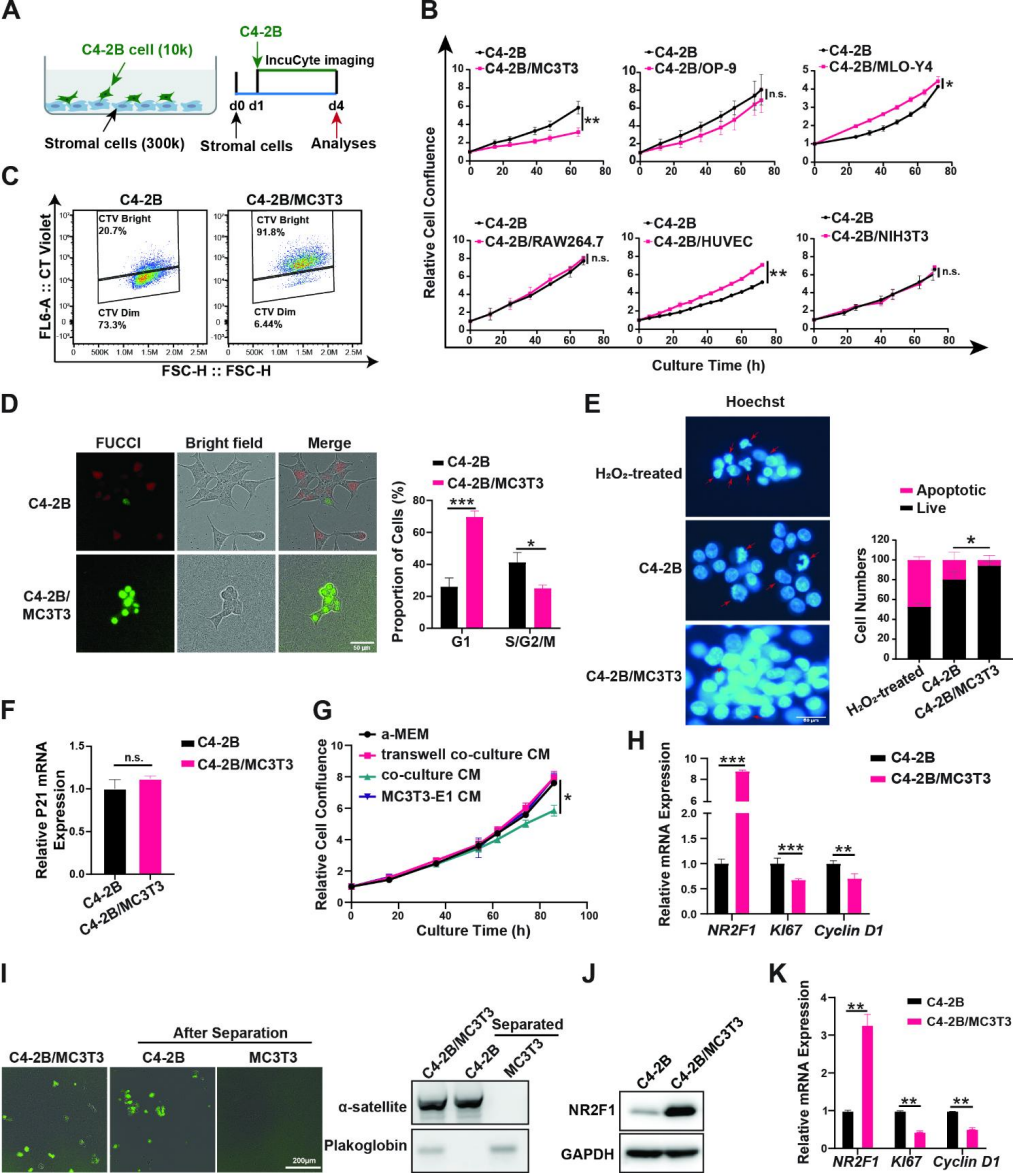
Osteoblasts induced PCa cell dormancy via physical contacts. (**A**). The schematic diagram of the co-culture model. Relative cell confluence of GFP-labelled C4-2B cells. GFP-positive areas of each time point were normalized to the ones at the co-culture seeding. (**C**). Cell division of C4-2B cells cultured alone or co-cultured with MC3T3-E1 cells. C4-2B cells were stained with CellTrace™ Violet (CT Violet) before seeding. FACS analyses of the CT Violet signal intensities were conducted 72 h. (**D**). Cell cycle analyses with PIP-FUCCI reporter. Cells with only green color, G1; Cells in red, late S/G2/M. Representative fluorescent and bright field pictures were shown. (**E**). C4-2B cells cultured alone or co-cultured with MC3T3-E1 for 72 h or treated with H_2_O_2_ for 2 h (positive control for apoptosis) were stained with Hoechst 33342 for examination of apoptotic cells (red arrows) based on the nuclear morphology. (**F/H**). C4-2B cells were cultured alone or co-cultured with MC3T3-E1 for 72 h. The mRNA expressions of marker genes p21 (**F**), NR2F1, Ki67, and Cyclin D1 (**H**) were examined using qRT-PCR. Human-specific primers were used, and relative expressions were calculated and plotted after normalization with GAPDH expressions. (**G**). C4-2B cells were treated with different conditioned media (CM) as indicated for 72 h. (**I**). Separation of C4-2B cells (GFP labeled) from co-culture of MC3T3-E1 cells (not labeled) was confirmed using both fluorescence microscopy (left) and species-specific PCR (right). (**J**). Immunoblotting of NR2F1 in C4-2B cultured alone or separated from the co-cultures. (**K**). The mRNA expression changes of marker genes in the 3D co-culture model. All the experiments were independently repeated at least twice. The data in curves and bar plots are presented as the mean ± SD of each set of triplicate samples. Scale bars, 50 μm (**D&E**), 200 μm (**I**). * p < 0.05, ** p < 0.01, *** p < 0.001

For conditioned media (CM) treatment, we collected CM at day 3 from C4-2B, MC3T3-E1, the mixed co-culture of C4-2B and MC3T3-E1 cells, or the transwell co-cultures (MC3T3-E1 cells in the well and C4-2B cells in the inserts with 0.4 μm pore membrane). CM was mixed with fresh α-MEM media at a 1:1 ratio to treat C4-2B cells. Cell proliferation was then monitored using Incucyte S3 based on the GFP signals for 3 days.

The 3D co-culture protocol was modified based on previous studies [36–39]. Briefly, C4-2B cells or the mixture of MC3T3-E1 and C4-2B (30:1) were encapsulated at 1 × 10^6^ cells/mL seeding density within collagen type I solution (Corning, USA) and neutralized to pH 7 ~ 8 with chilled 1 N NaOH to a final collagen concentration of 3 mg/mL. The cell-collagen solutions were added to the silicon chambers and polymerized at 37 °C for 1 h, proceeded with adding 1 mL complete media and incubated for 3 days at 37 °C and 5% CO_2_ before harvest for gene expression analyses.

### Cell division and cell cycle analyses

To monitor cell divisions, the C4-2B or PC-3 cells were labeled by CellTrace™ Violet Cell Proliferation Kit (ThermoFisher) according to the manufacturer’s manual. This chemical dye can be saturated in cells and is diluted into half every time the cell divides, thus indicating the cell division [40]. The cells with various dye intensities (suspended at a density of 1 × 10^6^ cells/mL in PBS) were examined using flow cytometry on a FACS Cytek Aurora flow cytometer. Data were analyzed with FlowJo software. Gating parameters were determined using non-stained negative control samples.

C4-2B/PIP-FUCCI (PCNA-Interacting Protein degron version of Fluorescent Ubiquitination-based Cell Cycle Indicator) cells were used to monitor the cell cycle [1]. Note that PIP-FUCCI is different from original FUCCI, i.e., cells with pure green and red fluorescence are in the G0/G1 and late S/G2/M phases, respectively. We counted the total cells and cells with either green or red color under 20x magnitude at 6 random areas per group. Cell counting was performed in a blinded manner.

### Cell apoptosis assay

For cell apoptosis, cells were stained with Hoechst 33342 (5 µg/mL, ThermoFisher) at 37 °C for 30 min, refreshed with fresh media, and captured under fluorescence microscopy. The cell nuclear morphologies from multiple views were recorded and apoptotic nuclei were counted in a blinded manner. C4-2B cells treated with 1 mM H2O2 for 2 h were used as the positive control for apoptosis [41].

### Mitochondrial gene copy analysis

After 3 days’ cultures, the C4-2B cells cultured alone or co-cultured with MC3T3-E1 were harvested for DNA extraction using the NucleoSpin Tissue kit (Macherey-Nagel Inc.). Primers against the nuclear and mitochondrial genomes were used for qRT-PCR (sequences provided in Supplementary Table S2) and the Ct values were used for calculating the mitochondrial gene copies per cell [42].

### RNA extraction and qRT-RCR

Total RNA extractions from cells were performed using TRIzol (ThermoFisher). RNA was further reversely transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher) following the manufacturer’s protocol. The quantitative real-time PCR (qRT-PCR) was performed using SYBR Select Master Mix (Bio-Rad). Relative quantities of target mRNA expressions were performed on cycle threshold (Ct) values of target mRNAs and the reference gene GAPDH, using the 2^–∆∆Ct^ method. Primers are validated for species specificity and the sequences are listed in Supplementary Table S2.

### RNA-Sequencing

For RNA-Seq, total RNAs were extracted from cells cultured alone or the mixed co-culture using the RNeasy kit and were decontaminated of the DNA using RNase-Free DNase Set (Qiagen, Hilden, Germany). Libraries were prepared by the Van Andel Institute Genomics Core from 500 ng of total RNA using the KAPA stranded mRNA kit (v4.16) (Kapa Biosystems, Wilmington, MA). RNA was sheared to 300–400 bp. Before PCR amplification, cDNA fragments were ligated to IDT for Illumina UDI adapters (IDT, Coralville, IA). The quality and quantity of the libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies, Santa Clara, CA) and QuantiFluor® dsDNA System (Promega). Individually indexed libraries were pooled and 50 bp, paired-end sequencing was performed on an Illumina NovaSeq 6000 sequencer using 100 cycle sequencing kit (Illumina Inc., San Diego, CA) to a minimum read depth of 40 M reads/library. Base calling was done by Illumina RTA3 and the output of NCS was demultiplexed and converted to FASTQ format with Illumina Bcl2fastq v1.9.0. The Raw read FASTQ files can be accessed via GEO (GSE210751).

We applied three pipelines, Xenome [43], XenofilteR [44], and Kallisto [45], to process the human-specific gene expression changes from the RNA-Seq data (FASTQ) from the mixed co-culture samples. For Xenome, the raw reads were first filtered to keep the human-only reads and then aligned to the human reference genome (GRCh38 for humans) via HISAT2 [46], and read counts were called using FeatureCounts in the subread package [47]. For XenofilteR, the FASTQ files were first split into files of 50 million sequences via the split2 function from the SeqKit toolkit [48], then aligned via HISAT2 to human (GRCh38) and mouse (GRCm38) reference genomes, respectively. The sorted bam files for both human and mouse alignment were loaded into XenofilteR to filter out mouse reads and merged for read counts calling via FeatureCounts. For Kallisto, we merged human and mouse transcriptome reference sequences (downloaded from Gencode) [49] and created a cross-species transcriptome index for human-specific gene expression quantification. Raw reads from C4-2B cells cultured alone were also applied to the same three algorithms with the same parameter settings for comparative DE analyses. DESeq2 was used in all three pipelines to perform DE analyses (a gene with |log2FC| >= 1 & padj < 0.05 was considered as a DE gene) based on the FeatureCounts files (Xenome and XenofilteR) or gene counts (Kallisto). Genes identified to be DE by at least two pipelines were considered for Gene Ontology (GO) and KEGG enrichment analyses in a blinded manner via EnrichR [50] or ShinyGO v0.61 [51]. The DE lists from all three pipelines were provided in Supplementary Table S5. Codes are available upon request.

### Western blotting

Western blotting experiments were performed as previously described [52]. Antibodies were purchased from various companies. The application, the concentration, and the sources of the antibodies were listed in Supplementary Table S4. An antibody was selected based on its validations, including positive and negative controls, and references. Original blot images were provided in Supplementary Data.

### Statistical analysis

The normality of data was determined before performing statistical analyses. For experiments without repeated measures, data were analyzed using a two-way analysis of variance (ANOVA) when there were two independent variables. Otherwise, a two-tailed Student’s t-test was used. The analyses on the statistical significance of all data sets were performed using GraphPad Prism 9. If not mentioned, a two-tailed p-value was computed, and statistical significance was set at p < 0.05.

## Results

### Tumor removal limits disseminated tumor cells (DTCs) to the bones

We subcutaneously injected human C4-2B/Luc cells (stably expressing firefly luciferase) into immunodeficient NSG male mice and monitored tumor growth weekly using bioluminescent imaging and caliper measurements. At week 2 (the week numbers hereafter indicate weeks post PCa cell injection), all subcutaneous tumors reached similar sizes in host mice (within the range of 144+/-37 mm^3^). The mice were then randomly assigned to three groups (Fig. 1A): Group 1 was sacrificed at the 2-week point, Group 2 (termed the Control group) maintained the tumors, and Group 3 (termed the Tumor removal group) underwent tumor removal surgery. We monitored the mice in Groups 2 and 3 until week 8 (when the tumor size reached the euthanasia criteria) for organ harvest. The luminescent signals of tumors increased in mice from the Control group but remained absent in mice from the Tumor removal group (Fig. 1B).

To profile PCa cell dissemination, species-specific PCRs (α-satellite gene for humans and plakoglobin for mice) were performed. We used 2 µg or 600 ng DNA extracted from each dissected mouse tissue and semi-quantified the numbers of DTCs (Fig. 1C). We detected DTCs at week 2 post-tumor cell injections in various organs examined, such as the liver, lung, and bones (Fig. 1D & Supplementary Figure S1). The estimated DTC numbers were 1–10 cells/2 µg total DNA (approximately 0.001–0.01% of the total cells) in most organs (Fig. 1D & Supplementary Figure S1). In mice from the Control group, an overall increasing trend of DTCs was observed in most of the organs examined at week 6 and week 8 compared to week 2, implying that the growing PCa tumors continue disseminating cancer cells into these organs. In mice of the Tumor removal group, fewer DTCs were detected compared to those in the Control group at the same week age and the respective organs in week 2, supporting the notion that tumor removal reduces the overall cancer burden and the major source of dissemination [26, 53]. However, in mice from the Tumor removal group, DTCs were only detected in bone and skeletal muscle, i.e., the tibiae, femurs, skull, spine, and skeletal muscles of the hind limbs at week 6. At week 8, DTCs were also detected in the prostate and kidney in some mice, but the most abundant DTCs were still detected in the tibiae and femurs (Fig. 1D & Supplementary Figure S1). These data revealed that: (1) PCa cells disseminate to various organs when the tumors reach ~ 100 mm^3^; (2) Along with the growth of subcutaneous tumors, DTCs increase in some organs such as the lung and skull but decrease in other organs such as the pancreas and liver; (3) After tumor removal, the DTCs reduced to an undetectable level in most organs, suggesting that the DTCs detected prior to the tumor removal were eliminated; (4) DTCs in these organs depend on the presence of a primary tumor and its continuing dissemination. However, DTCs were steadily detected in bones and skeletal muscles, and the amounts were maintained no more than those prior to tumor removal. These data suggest that bones are a protective reservoir, where DTCs are maintained but prevented from active proliferation.

To further delineate the localization of DTCs in bones, we separated the bone marrow (BM) from the bone cortex (BC) of the tibiae or femur via centrifugation (Fig. 1E). DTCs were detected in the bone cortex at all the times examined but were undetectable in the bone marrow at week 2 and week 6 from mice of both the Control and Tumor removal groups. At week 8, DTCs were detected in the bone marrow of mice from the Control group but not the Tumor removal group (Fig. 1F). The presence of intact DTCs in the bone marrow was confirmed through immunofluorescence (IF) staining of the human mitochondria marker (Fig. 1G).

To further determine the dynamics of DTCs in the bones, we examined mice from the Tumor removal group at week 18 and were able to detect the bone marrow DTCs (Fig. 1F). The bone marrow DTCs detected could either result from the migration of the bone cortex DTCs or from the proliferation of DTC arriving early in the bone marrow and maintaining at an undetectable level. Since DTCs and tumor mass found in the bone marrow in both patients and animal models correlate with overt bone metastases [54], bone marrow DTCs are possibly more proliferative than bone cortex DTCs. Therefore, we hypothesize that DTCs are dormant in the bone cortex before their proliferation and progression into the bone marrow.

### Osteoblasts induce PCa cell dormancy and physical contacts are required

To test our hypothesis and determine how PCa cells become dormant in the bone microenvironment, we mixed and co-cultured PCa C4-2B/GFP cells (denoted as C4-2B in the following co-culture context if not specified) with different stromal cells that compose the bone microenvironment and tracked C4-2B growth by monitoring GFP signals via IncuCyte imaging (Fig. 2A). Our results showed that only osteoblasts (both mouse MC3T3-E1 cells and human hFOB1.19 cells tested) inhibited C4-2B cell proliferation (Fig. 2B and Supplementary Figure S3A). In contrast, mesenchymal stem cell OP-9, osteoclast/macrophage RAW264.7, and fibroblast NIH3T3 showed no significant effect on C4-2B cell proliferation; osteocyte MLO-Y4 displayed a statistically significant stimulation but the effect size was neglectable; endothelia cell HUVEC showed a significant stimulation of C4-2B proliferation (Fig. 2B). We found that C4-2B cells with high membrane dye intensity (indicating fewer cell divisions) accounted for at least 90% of total C4-2B cells in the mixed co-culture, compared to 20% in C4-2B cultured alone (Fig. 2C). Using the PIP-FUCCI (PCNA-Interacting Protein degron version of Fluorescent Ubiquitination-based Cell Cycle Indicator), a dual fluorescence indicator designed for cell cycle phase labeling [34], we found that in the mixed co-culture, 70% of total C4-2B cells were in G0/G1 (green only) and 25% were in late S/G2/M (red), while in the C4-2B cultured alone, 25% of total C4-2B cells were in G0/G1 and 40% in late S/G2/M (Fig. 2D), suggesting that MC3T3-E1 cells induced G0/G1 arrest. Furthermore, we found that MC3T3-E1 cells inhibited C4-2B cell apoptosis (Fig. 2E) and had no effect on the expression of senescence markers such as p21 (*CDKN1A*) [55, 56] (Fig. 2F). Similarly, the proliferation of other PCa cells, such as PC-3 or DU-145 cells, was also inhibited by MC3T3-E1 cells (Supplementary Figure S2). We then investigated whether physical contact between PCa cells and osteoblasts is essential for proliferation inhibition. Conditioned media (CM) from the mixed co-culture, CM from either C4-2B cells or MC3T3-E1 cells cultured alone, and CM from trans-well co-culture (C4-2B cells on top insert) were applied to C4-2B cells. We found that only CM from the mixed co-culture significantly inhibited C4-2B proliferation (Fig. 2G), suggesting that physical contact is required; unknown secreted factors unique to the mixed co-culture can partially inhibit the C4-2B cell proliferation.

To further verify the dormancy status of the co-culture C4-2B cells, we examined the expression of a dormancy marker, *NR2F1* (Nuclear Receptor Subfamily 2 Group F Member 1) [19]. We found that, compared to C4-2B cultured alone, the mixed co-cultured C4-2B cells exhibited a significant increase in NR2F1 expression at both mRNA and protein levels (Fig. 2H, J). Concurrently, we observed a decrease in the expression of Ki67 (*MKI67*) and cyclin D1 (*CCND1*) (Fig. 2H). It is important to note that the gene expressions pertain to C4-2B cells, as we utilized human-specific primers for qPCR analysis of mRNA expression. The primer sequences are provided in Table S2, and we have included gels in the Supplementary Data to verify the species specificity of these primers. For the protein expressions, we successfully separated the co-cultured C4-2B cells (labeled with GFP) from osteoblasts (non-labeled). This separation was highly efficient, as supported by the fluorescence microscopy and genomic DNA PCR (shown in Fig. 2I for MC3T3-E1 co-culture separation and Supplementary Figure S3A for hFOB1.19 co-culture separation).

To better mimic the bone microenvironment, we advanced our 2D mixed co-culture to 3D by embedding C4-2B and MC3T3-E1 cells in type I collagen, as type I collagen forms 90% of the organic mass of bone [57, 58]. We observed increased NR2F1 expression and decreased Ki67 and cyclin D1 expression in this 3D mixed co-culture compared to C4-2B cultured alone at the same 3D condition (Fig. 2K), which suggests consistency between the 2D and 3D mixed co-cultures. For convenience, we continued to use the 2D mixed co-culture in our studies. These data suggested that osteoblasts induce C4-2B cells into a dormancy-like status through direct physical contact.

We also investigated the effects of cell number ratio and co-culture time on the dormancy induction in the mixed co-cultured of C4-2B and MC3T3-E1 cells. We observed concurrent increases of NR2F1 and decreases of Ki67 and Cyclin D1 at various C4-2B: MC3T3-E1 ratios ranging from 1:30 to 1:6 (Supplementary Figure S4A). Similar decreases of Ki67 and increases of NR2F1 were detected in co-cultures ranging from day 3 to day 6 (Supplementary Figure S4B). Increases of NR2F1 at the protein level were further confirmed from day 3 to day 6 at a ratio of 1:30 of the C4-2B: MC3T3-E1 cells (Supplementary Figure S4C).

To test whether the osteoblast-induced C4-2B dormancy is caused by nutrient deficiency because of the competition with the co-cultured osteoblasts, we cultured C4-2B cells in 1, 5, or 20% serum-containing media to compare with the C4-2B cells cultured in the standard 10% serum-containing media. We found that the proliferation of C4-2B cells was only inhibited by 1% serum-containing media among the groups (Supplementary Figure S5A); the mRNA expressions were modestly increased to 2.4 and 2.1 fold in 1% and 5% serum-containing media, respectively, but decreased to 1/2 in 20% serum-containing media; Ki67 and cyclin D1 were slightly decreased by about 1/4 in 1% and 20% serum-containing media, respectively (Supplementary Figure  S5B). Together with the data that co-cultures with any other type of stromal cells could not inhibit C4-2B cell proliferation (Fig. 2B), these data suggest that nutrient competition, such as reduced serum played little role, if any at all, in osteoblast-induced PCa cell dormancy. On the other hand, we also found that enzalutamide treatments, although inhibiting C4-2B proliferation (Supplementary Figure S5C), increased the expression of NR2F1 and decreased Ki67 but increased cyclin D1 (Supplementary Figure S5D). Altogether, these data showed uncoupled proliferation changes and dormancy markers, thus, suggesting unique key determinants to be explored for osteoblast-induced PCa cell dormancy.

### Osteoblasts decrease mitochondria-related genes in the mixed co-cultured C4-2B cells

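Stranded mRNA libraries were sequenced from C4-2B cells cultured alone (3 libraries) and from the mixed co-culture of C4-2B and MC3T3-E1 cells at a ratio of 1 to 30 (3 libraries). C4-2B is a human prostate cancer cell line and MC3T3-E1 is a mouse pre-osteoblast line, so the co-culture libraries held reads of both species. The 3 libraries of MC3T3-E1 cells alone were not analysed here. The authors separated the human reads with 3 pipelines (Xenome, XenofilteR and Kallisto), counted them per gene and compared the groups with DESeq2. The authors' deposited table gives, for each pipeline and gene, the mean over both groups of the counts divided by DESeq2's size factors, the log2 fold change of the co-culture against C4-2B alone, its standard error, the Wald statistic and the p-value before and after Benjamini-Hochberg adjustment. These are values of a comparison, not of single libraries, so no new test between libraries was run. The table lists 41713 distinct genes with GRCh38 coordinates, of which 19939 are protein-coding, and 25298 genes had an adjusted p in at least 2 pipelines. For each gene, the median of the pipelines' log2 fold changes was taken as its value, with each pipeline on its own as an alternative.
The depth of the libraries was solved from the lowest mean counts, which are sums of whole reads divided by the size factors of 6 libraries. For Xenome, the size factors came to 5.93, 5.31 and 4.86 for 3 libraries and to 0.427, 0.145 and 0.109 for the remaining 3. With them, each of the 20014 genes with a mean count below 10 had a single solution in whole reads. All 1907 genes whose reads, 20 or more, lay in the deeper libraries alone had a log2 fold change below 0 in the authors' deposited table, and all 65 genes with reads in the shallower libraries alone had one above 0. These directions place the deeper libraries in C4-2B alone. Genes with fewer reads, all in the deeper libraries, went the other way, with a log2 fold change above 0 for 4081 of 4607 genes with 5 to 19 reads and for all 4075 genes with 2 to 4 reads in the authors' deposited table, so they were not used for the placement. Which replicate each solved library belongs to is not known. Summed over genes, the human counts came to about 253 M, 226 M and 207 M for C4-2B alone and about 18.0 M, 6.10 M and 4.59 M for the co-culture, and the medians of the groups differed 37.1 times. The paper states a minimum of 40 M reads per library, a depth that precedes the separation of the species.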

To gain further insights into the molecular mechanisms for the PCa dormancy induced in the mixed co-culture, we conducted RNA-sequencing (RNA-Seq) to identify dysregulated genes compared to C4-2B cultured alone. We utilized three independent bioinformatic pipelines, Xenome [43], XenofilteR [44], and Kallisto [45], to isolate human-specific reads from the total reads of mixed human PCa cells and mouse osteoblasts. The common significantly dysregulated genes from the three pipelines were defined as dormant PCa signatures and further annotated for the top biological process enrichments using Gene Ontology (GO) (Fig. 3A). 

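At the paper's thresholds (a log2 fold change of at least 1 in size and an adjusted p under 0.05 from DESeq2's Wald test), the authors' deposited table holds 613 differentially expressed genes for Xenome, 664 for XenofilteR and 797 for Kallisto. Counted from these calls, 501 genes were called in the same direction by at least 2 pipelines, the rule in the paper's methods, with 324 up-regulated and 177 down-regulated. All 3 pipelines shared 100 up-regulated and 73 down-regulated genes, though Kallisto gives no value for nearly all common genes that are not protein-coding. Among protein-coding genes, at least 2 pipelines shared 159 up-regulated and 123 down-regulated genes, and 4 of the latter were called up-regulated by Kallisto. These calls included all 159 up-regulated and all 119 down-regulated genes that Table S5 lists for at least 2 pipelines. The alternative that moved the counts most was a call without a fold minimum, which gave 1325 up-regulated and 1210 down-regulated genes. Kallisto called 533 genes up-regulated that neither of the other pipelines called up-regulated.

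**Figure D1:**
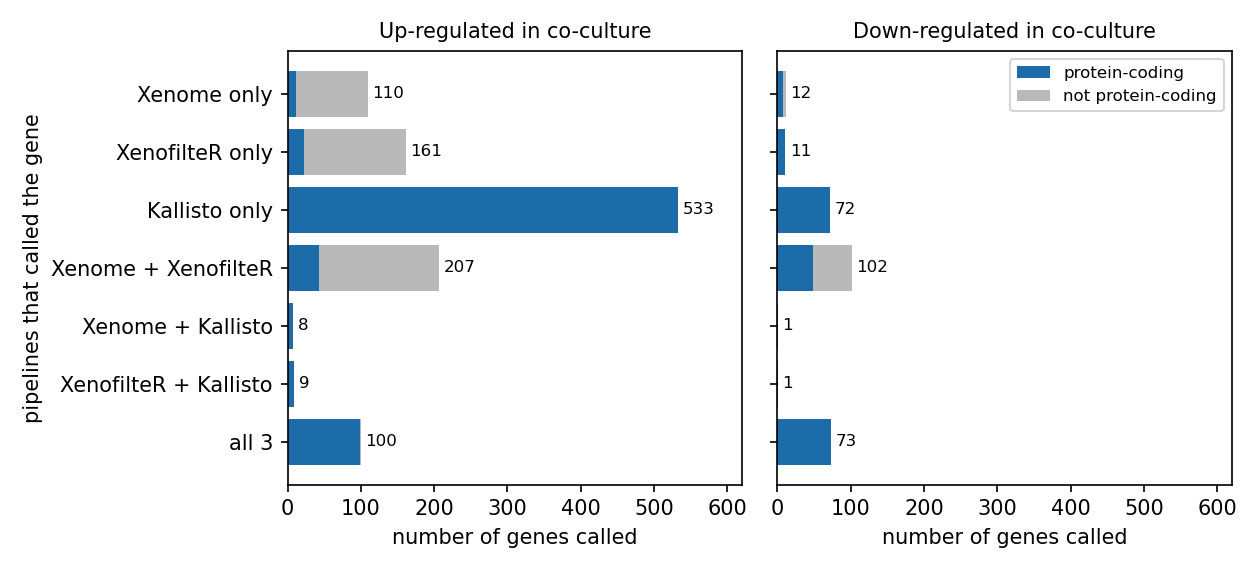
Number of genes called up-regulated (left) or down-regulated (right) in the co-culture by each combination of the pipelines, with protein-coding genes in blue and other genes in grey. The longest bar is the 533 up-regulated genes of Kallisto only, and 207 up-regulated genes were shared by Xenome and XenofilteR but not Kallisto. Of these 207 genes, 43 are protein-coding. Kallisto gives no value for 164 of the 165 common up-regulated genes that are not protein-coding, so it could not call them.

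Across the 14072 genes with a mean count of at least 50 in both, the log2 fold changes of Xenome and XenofilteR had a Spearman rho of 0.99, and across 11593 genes those of Xenome and Kallisto had a rho of 0.83. These correlations are across genes, which are not independent replicates. Among the common genes with a mean count of at least 50, the largest median log2 fold changes were those of COL1A2, ZEB2 and PRRX1, with SEMA3A at 6.02 and the processed pseudogene EEF1A1P16 at 5.12 next. For COL1A2, ZEB2 and PRRX1 the mean count implied less than 1 read in each library of C4-2B alone under Xenome and XenofilteR. If their co-culture reads are human, their rises are lower bounds against a floor of 3 reads. Mouse reads may contribute to ZEB2 and PRRX1 and are not excluded for COL1A2. The co-culture libraries together held about 61 (Xenome) and 358 (XenofilteR) implied reads for COL1A2. These were 180 and 70 for ZEB2, and 107 and 129 for PRRX1. The lower of the bounds from these pipelines was at least 145.59-fold for COL1A2 and at least 254-fold for PRRX1, both with Xenome, and at least 167-fold for ZEB2 with XenofilteR. With Kallisto the log2 fold change was 6.53 for ZEB2 and 13.52 for SEMA3A in the authors' deposited table, and the pipelines differed by 10.14 for SEMA3A. The deepest falls were those of CYP1A1 (median log2 fold change -3.85), ANKRD1 (-3.78), DHRS3 (-2.55), BAMBI (-2.24) and TUBA1A (-2.24), of which DHRS3 was called up-regulated by Kallisto. Kallisto gave -2.17 for ANKRD1 and -1.04 for TUBA1A, against -3.55 for CYP1A1 and -2.26 for BAMBI. TUBA1A was not called by Xenome (adjusted p = 0.055 from DESeq2's Wald test). With Xenome, the co-culture libraries together held about 9.6 implied reads for CYP1A1, 6.5 for ANKRD1 and 11.7 for DHRS3. BAMBI had about 268 and TUBA1A about 406.
NR2F1, on chromosome 5 of GRCh38 from 93583222 to 93594611, was called up-regulated by all 3 pipelines. In the authors' deposited table its log2 fold change was 1.19 (standard error 0.19, adjusted p = 4.3e-08 from DESeq2) for Xenome and 3.63 (standard error 0.30, adjusted p = 5.5e-31) for Kallisto. The difference between these pipelines was 2.44 on the log2 scale, and the mean count of NR2F1 was 4.59 times as high for Kallisto. NR2F1 shares 23.0% of its 31-base sequences with mouse transcripts, against 0.612% for the median protein-coding gene.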

The top 6 enriched biological processes from the significant down-regulated genes were all mitochondria-related, including oxidative phosphorylation, energy-coupled proton transmembrane transport, mitochondrial ATP (adenosine triphosphate) synthesis coupled electron transport (Fig. 3B). 

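The down-regulated genes were set against a list of the 13 protein-coding genes of the mitochondrial genome and 77 nuclear genes for subunits of oxidative phosphorylation, written before the data were examined in place of GO terms. Of the 177 genes down-regulated in at least 2 pipelines, 9 were on this list, or 5.08%, where the list made up 0.356% of the 25298 genes that could be called (one-sided Fisher's exact test, p = 1.4e-08). Chance would place 0.63 of them there. All 9 were encoded by the mitochondrial genome. The test treats genes as independent, which genes of a shared genome need not be, so its p-value may overstate the evidence. With the 13 mitochondrial genes left out, 0 of the remaining 168 down-regulated genes were nuclear genes of oxidative phosphorylation, where chance gives 0.512 (one-sided Fisher's exact test, p = 1). The alternative that moved the first count most was the call without a fold minimum, under which all 13 mitochondrial and 0 nuclear genes were among 1210 down-regulated genes (one-sided Fisher's exact test, p = 0.00034). From the enriched terms, the lower mRNA of the mitochondrial genes in RNA-Seq and qRT-PCR, and the lower mitochondrial DNA copy number, the paper proposes that decreased mitochondrial genes and processes may mark dormant cells.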

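The 13 protein-coding genes of the mitochondrial genome lie on chromosome MT of GRCh38 between position 3307, the start of MT-ND1, and position 15887, the end of MT-CYB. Each has 1 exon in the GENCODE release 44 annotation, and MT-ND6 (14149 to 14673) is the one gene on the minus strand. All 13 had a log2 fold change below 0 in each of the 3 pipelines, and the median over the 13 genes was -1.06 with Xenome, -1.06 with XenofilteR and -1.11 with Kallisto. The median fold was 0.48 of the level in C4-2B alone with Xenome. In the authors' deposited table the adjusted p of all 13 genes was at most 0.00031 (DESeq2's Wald test), the standard errors of Xenome lay between 0.07 and 0.21, and the mean counts of Xenome lay between 36384 and 380304.

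**Figure D2:**
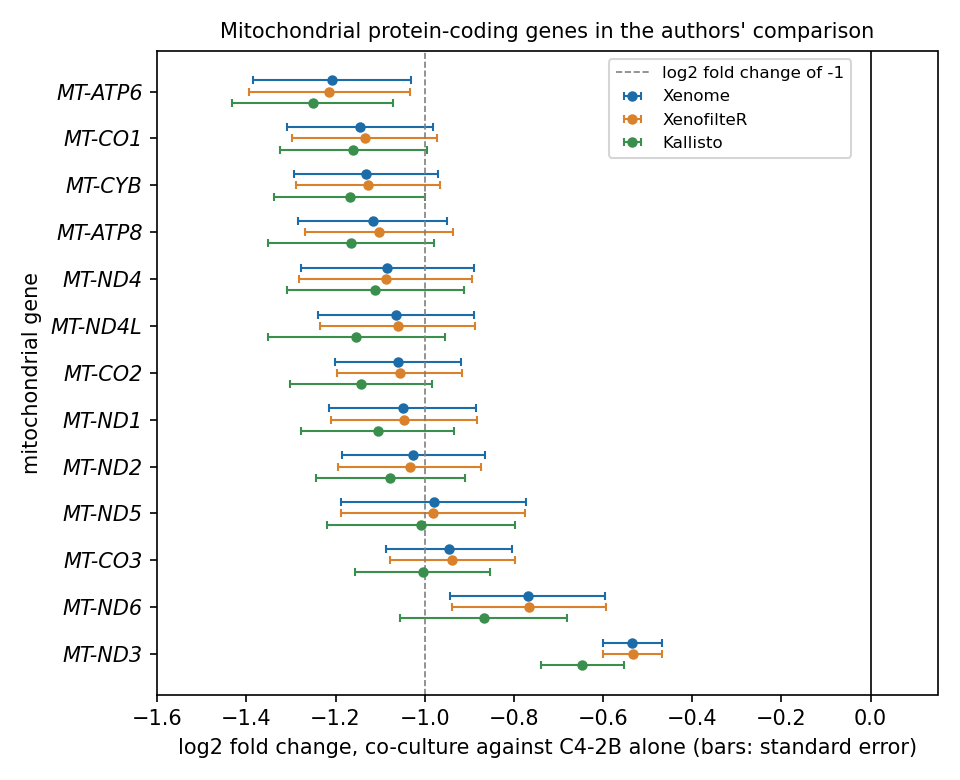
Log2 fold change of the co-culture against C4-2B alone (horizontal axis) for each mitochondrial gene (vertical axis) in the authors' deposited table, with a point per pipeline, bars for the standard error of the fold change and a dashed line at -1. All 13 genes lie below 0, from MT-ATP6 at -1.21 to MT-ND3 at -0.53 with Xenome.

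MT-ATP6, from 8527 to 9207, fell most, with a log2 fold change of -1.21 with Xenome and -1.25 with Kallisto in the authors' deposited table. MT-ND3, from 10059 to 10404, fell least, and its values in the authors' deposited table were -0.53 with Xenome and -0.65 with Kallisto. At the paper's threshold for the size of the change, 9 of the 13 genes were called down-regulated by at least 2 pipelines. MT-ND5 and MT-CO3 passed it with Kallisto alone, and MT-ND3 and MT-ND6 did not pass it with any pipeline. The median over the 13 genes lay below that of all 10000 random lists of genes matched on mean count, 95% of which had medians between -0.02 and 0.19. The group means implied by the mean counts and fold changes give the 13 genes 6.38% of the human counts in C4-2B alone and 3.09% in the co-culture with Xenome, without an estimate of the spread between libraries. The share was 6.67% and 3.13% with Kallisto.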

We observed the decreases of all 13 mitochondrial protein-coding genes (localized in the mitochondrial genome) at the mRNA level in the mixed co-cultured C4-2B cells in RNA-seq results and the decreases of 6 representative genes, i.e., *MT-ATP6* (ATP synthase membrane subunit 6), *MT-ND1,2&4* (NADH:Ubiquinone oxidoreductase core subunit), *MT-CYB* (cytochrome B), and *MT-CO1* (cytochrome C oxidase I), were confirmed using qRT-PCR (Fig. 3C). Additionally, we found that the mitochondrial DNA (mtDNA) copy number was downregulated in the mixed co-cultured C4-2B cells (Fig. 3D). These findings suggest that decreased mitochondrial genes and suppression of mitochondria-related biological processes may serve as novel phenotypic dormant cell markers. Notably, these decreased mitochondrial genes were increased in the proliferation-inhibited C4-2B cells resulting from either serum limitation or AR antagonist enzalutamide (Supplementary Figure S5B, D), further supporting the unique dormant nature of C4-2B cells induced by the osteoblast co-culture.

**Fig. 3:**
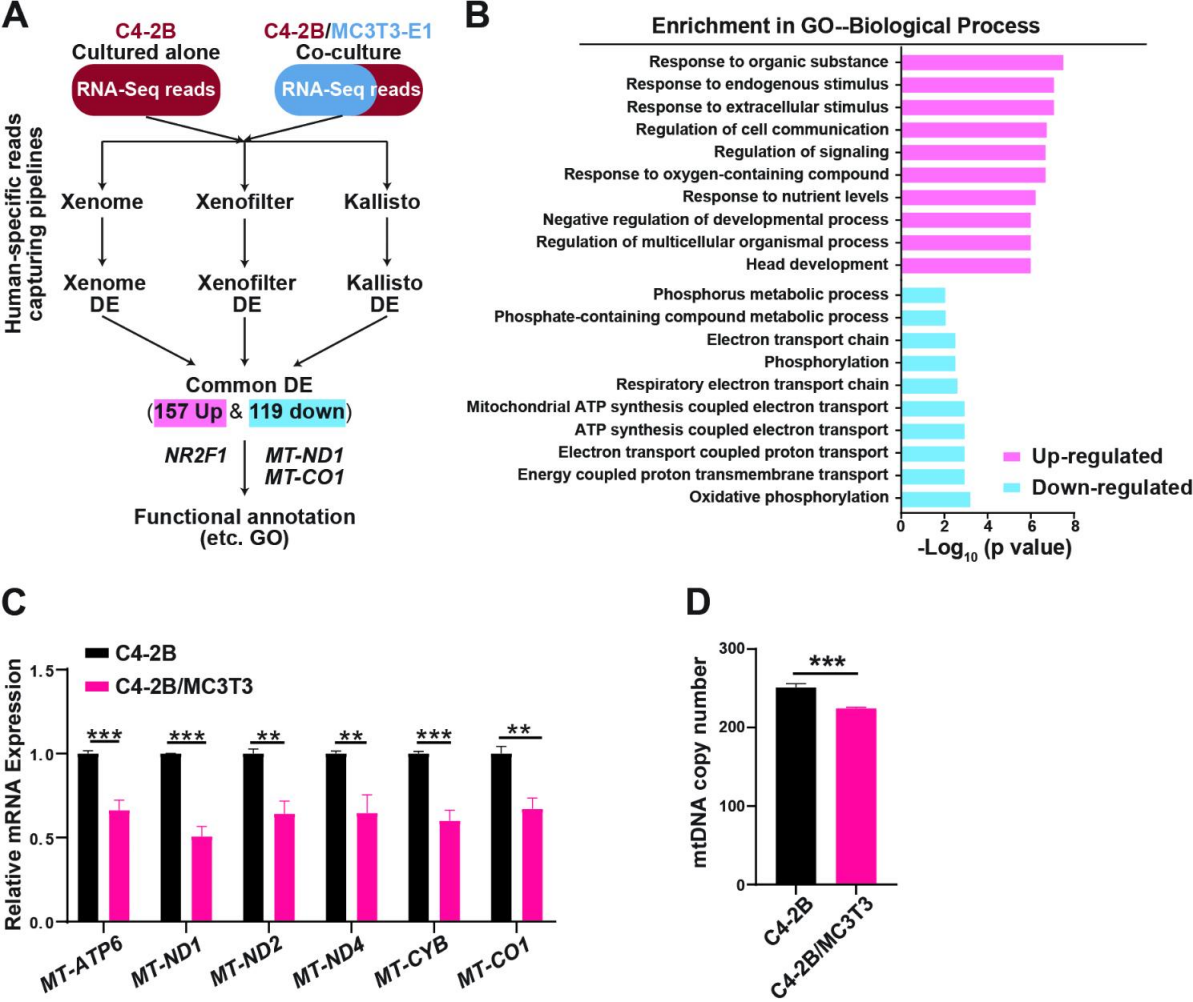
Mitochondrial gene expressions were decreased in dormant C4-2B cells.(**A**). Workflow of RNA-sequencing analyses. (**B**). Gene Ontology (GO) annotation of biological process in dormant C4-2B cells via ShinyGO v0.61. (**C**). qRT-PCR confirmation of representative mitochondrial gene expression changes in the co-cultured C4-2B cells relative to the cells cultured alone. (**D**). Analyses of mitochondrial DNA (mtDNA) copy numbers via qRT-PCR. C4-2B cells were cultured alone or co-cultured with MC3T3 cells for 72 h. All the experiments except for the RNA-Seq were independently repeated at least three times. The data of bar plots are presented as the mean ± SD of each set of triplicate samples. ** p < 0.01, *** p < 0.001

Furthermore, we analyzed published patient datasets and found that up-regulated dysregulated genes in circulating PCa tumor cells from patients are enriched to the mitochondrial structural components (data processed from a previously published study [59] (Fig. 4A). Low *MT-ND1* gene expression has a favorable prognosis in PCa patients with bone metastases (Fig. 4B, from cBioportal study ID: prad_su2c_2019). The mining of these patient datasets suggests that reversing activated mitochondrial genes and enrichment of mitochondria-related biological processes, namely inducing PCa dormancy, could impede PCa metastases or progression.

**Fig. 4:**
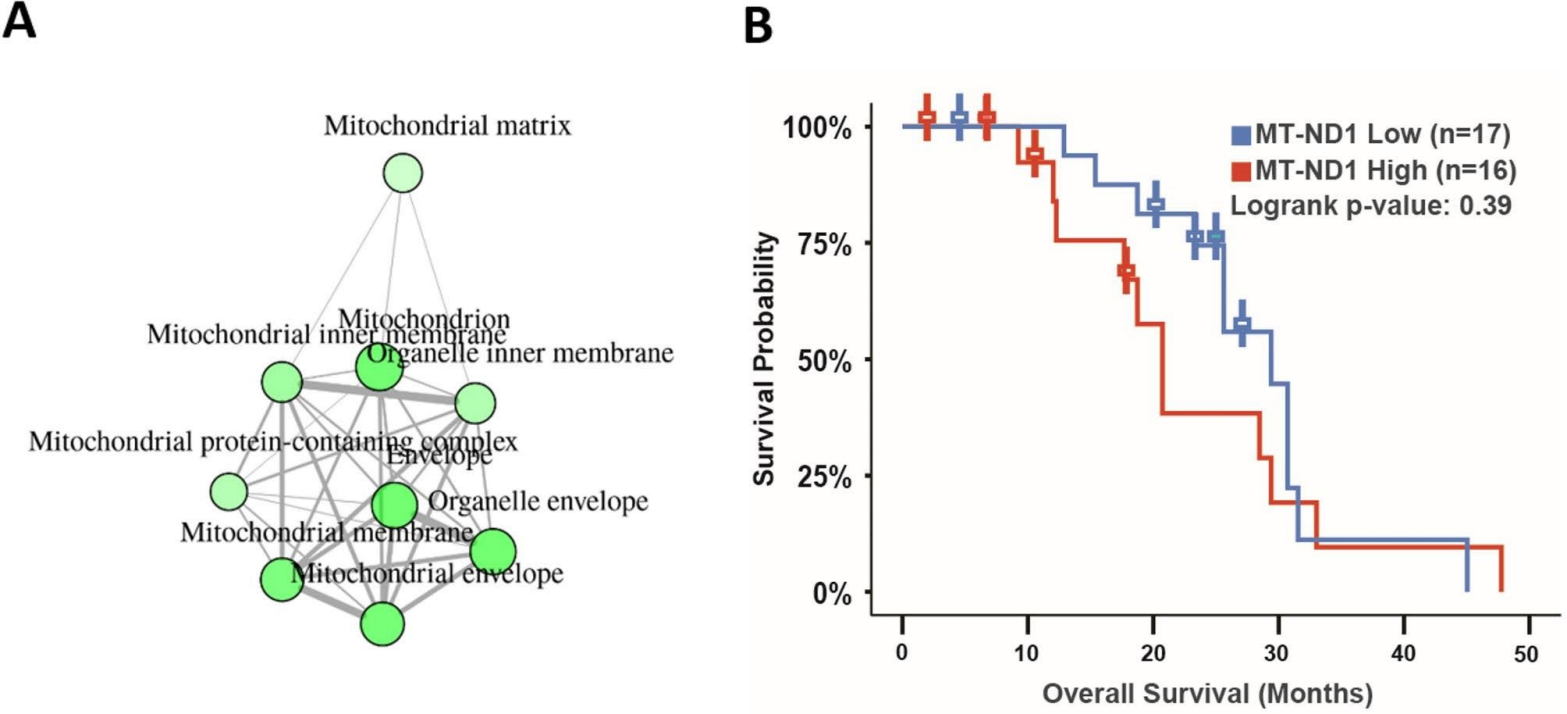
Mitochondrial gene elevation in circulating tumor cells and bone metastases of poor survival in PCa patients. (**A**) Significantly up-regulated DE genes in circulating tumor cells from PCa patients were enriched to the mitochondrial structural components. Data were processed from the previously published study [59], and the plot was generated using ShinyGO v0.61. (**B**) Patients with *MT-ND1* gene expression at a low level, compared to patients expressed *MT-ND1* at a high level, has a favorable prognostic trend in PCa patients with bone metastases (n = 16 high vs. n = 17 low, p = 0.39, from cBioportal study ID: prad_su2c_2019)

To test whether mitochondrial inhibition could induce dormancy in C4-2B cells, we examined the effects of well-established mitochondrial inhibitors. We found that rotenone or IACS-010759 (IACS), both the respiration complex I inhibitors [60, 61], and FCCP, a potent uncoupler of oxidative phosphorylation in mitochondria [62], inhibited C4-2B proliferation in a dose-dependent manner (Supplementary Figure S6A). However, despite inhibiting C4-2B proliferation, various doses of rotenone and IACS significantly decreased the expression of dormancy marker NR2F1 at 24 to 72 h (Supplementary FigureS6B). At 72 h, FCCP also decreased NR2F1 and increased the expressions of Ki67, Cyclin D1, *MT-ND1*, and *MT-CO1* (Supplementary Figure S6C). These data suggested that direct mitochondrial inhibition could not induce PCa cell dormancy.

Altogether, our data demonstrated that osteoblasts induced C4-2B cells into dormancy, defined with known dormancy features such as increased NR2F1 and decreased Ki67 and Cyclin D1 mRNA expressions. Importantly, we identified a novel dormant PCa cell feature, mitochondria-related gene suppression, possibly reversed in CTCs, and the increased mitochondrial genes could serve as poor survival markers. However, mitochondrial inhibitors could not recapitulate the dormancy-like phenotype, suggesting the enrichment of the decreased mitochondria-related biological processes is likely a result, rather than a cause, of the osteoblast-induced PCa cell dormancy.

### PF-271 mimics the osteoblast-induced C4-2B dormancy

To investigate how to induce dormancy in C4-2B cells, we utilized a novel AI platform (developed based on OCTAD [63] and currently unpublished by Dr. Bin Chen and colleagues) to predict drugs that mimic the dormant PCa cell gene signature. This approach allowed us to compare the dormancy gene signature with fold changes against a database of drug-induced gene expression matrices and score drugs based on the similarities between drug-induced gene expression profiles and the dormant signature (Fig. 5A). Among the top mimicking drugs, PF-562,271 (PF-271) and PIK-75 were the top 2 drugs with better prediction scores and growth inhibition potency tested in C4-2B cells (Supplementary Figure S7).

PF-271 is a reversible and ATP-competitive inhibitor of focal adhesion kinase (FAK) [31–33]. We showed that PF-271 inhibited cell C4-2B proliferation in a dose-dependent manner (Fig. 5B), induced G0/G1 arrest (Fig. 5C), increased *NR2F1* expression at both mRNA and protein levels, decreased Ki67 and cyclin D1 mRNA expression (Fig. 5D&E), but had no effect on apoptosis (Fig. 5F). PF-271 also decreased the mRNA expressions of the mitochondrial genes, for example, *MT-ND1*, *MT-CO1*, and *MT-ATP6* (Fig. 5G). Taken together, these results suggest that PF-271 mimics the osteoblast-induced C4-2B cell dormancy.

**Fig. 5:**
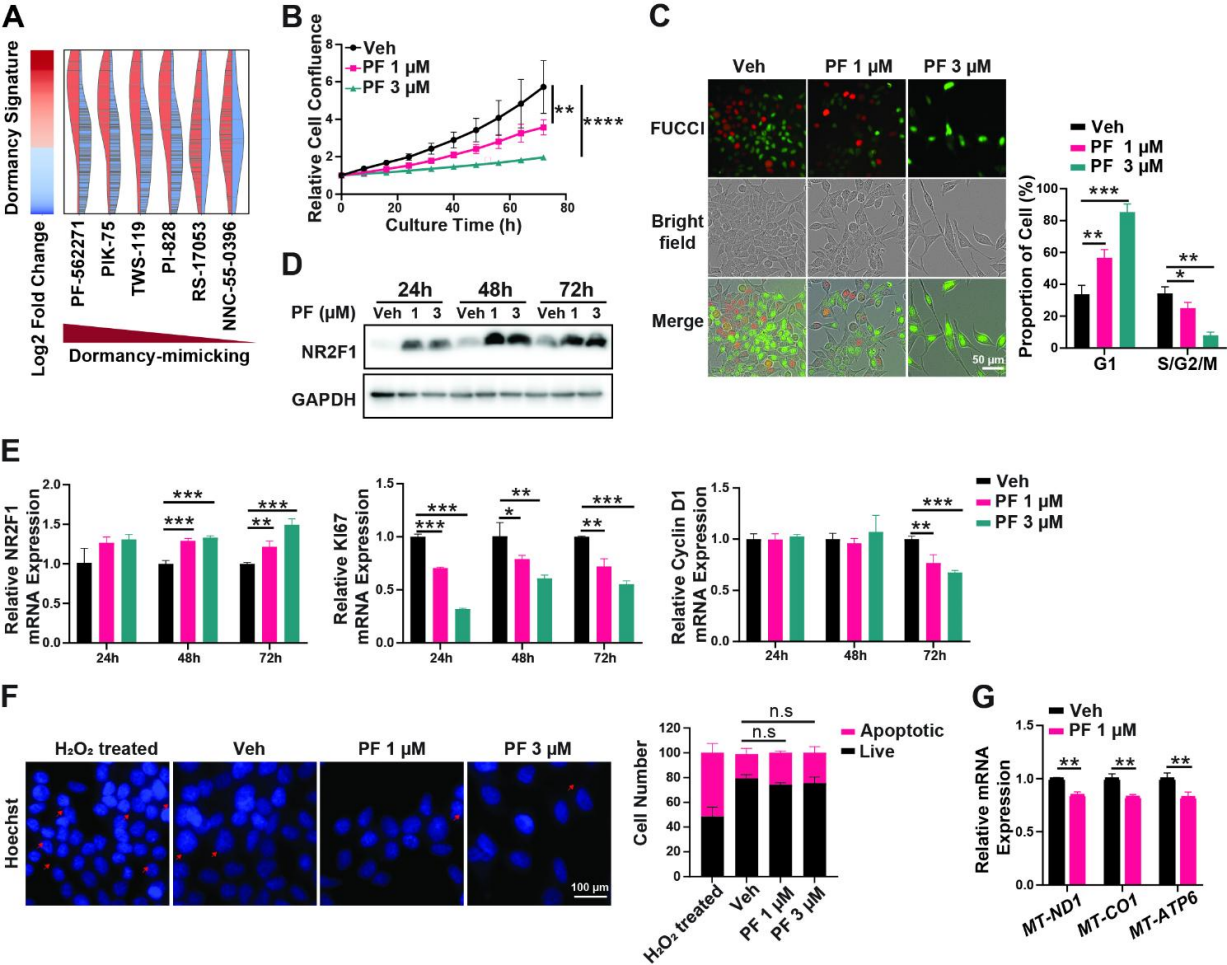
PF-271 treatments mimicked the osteoblast-induced dormancy in C4-2B cells. (**A**). Top list of AI-predicted potential dormancy-mimicking drugs based on the dormant gene signature of C4-2B cells in the mixed co-culture. C4-2B cells were treated with 1 µM/ 3 µM of PF-271 (PF) or Vehicle (Veh, DMSO) for 72 h. Cell proliferation monitoring by Incucyte (**B**), cell cycle phase distribution by PIP-FUCCI (**C**), Time-lapse NR2F1 protein expressions by immunoblotting (**D**), and mRNA expressions of *NR2F1/MKI67/CCND1* (**E**) or *MT-ND1/MT-CO1/MT-ATP6* (**G**) by qRT-PCR, were performed in the same manner as described in Fig. 2. (**F**). Analyses of apoptotic cells in C4-2B cells treated with 1 µM/ 3 µM of PF-271 (PF) or Vehicle (Veh, DMSO) for 72 h. H_2_O_2_ treatment for positive control. Scale bars, 50 μm (**C**) and 100 μm (**F**). All the in vitro experiments were independently repeated at least three times. The data in curves and bar plots are presented as the mean ± SD of each set of triplicate samples. * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001, and n.s. non-significant

In contrast, PIK-75, currently known as an inhibitor of the p110α PI3K [64], inhibited C4-2B cell proliferation in a dose-dependent manner but did not induce C4-2B dormancy (Supplementary FigureS8). PIK-75 did not affect cell cycle distribution (Supplementary Figure S8B) or NR2F1 protein expression at 48 and 72 h (Supplementary Figure S8C). Although PIK-75 did induce the expression of *NR2F1* at the mRNA level at 48 and 72 h, it increased the expressions of Ki67 and Cyclin D1 (Supplementary Figure S8D), and induced apoptosis (Supplementary Figure S8E). Altogether, these data indicate that PIK-75 does not have a dormancy-mimicking effect.

### PF-271 inhibits FAK phosphorylation and promotes FAK nuclear translocation in C4-2B cells

To investigate how PF-271 induced the dormancy-mimicking effect, we first tested its known effect on FAK and included two other FAK inhibitors, Y15 and defactinib [65, 66]. We observed growth inhibitions and NR2F1 protein accumulation in C4-2B cells treated with Y15 or defactinib (Supplementary Figure S9), suggesting FAK is an essential mediator in this dormancy induction. In both C4-2B and PC-3 cells, PF-271 treatment resulted in significant decreases in phosphorylated FAK at Y397 and Cyclin D1 (Fig. 6A & Supplementary Figure S10). We further observed PF-271 resulted in an increase of nuclear FAK in C4-2B/GFP-FAK cells (overexpressing GFP-tagged FAK) (Fig. 6B & Supplementary Movie S1, S2). Notably, compared with the C4-2B/GFP-FAK cells cultured alone or co-cultured with OP-9 mesenchymal stem cells, C4-2B/GFP-FAK cells co-cultured with MC3T3-E1 cells had decreased phospho-FAK at Y397 and increased nuclear translocation of GFP-FAK, similar to PF-271 treated C4-2B cells (Fig. 6C, D & Supplementary Movies S3-6). These data suggest that PF-271 treatment mimics osteoblast-induced C4-2B dormancy by inhibiting FAK phosphorylation and promoting FAK nuclear translocation and that FAK is a key mediator of PCa dormancy.

**Fig. 6:**
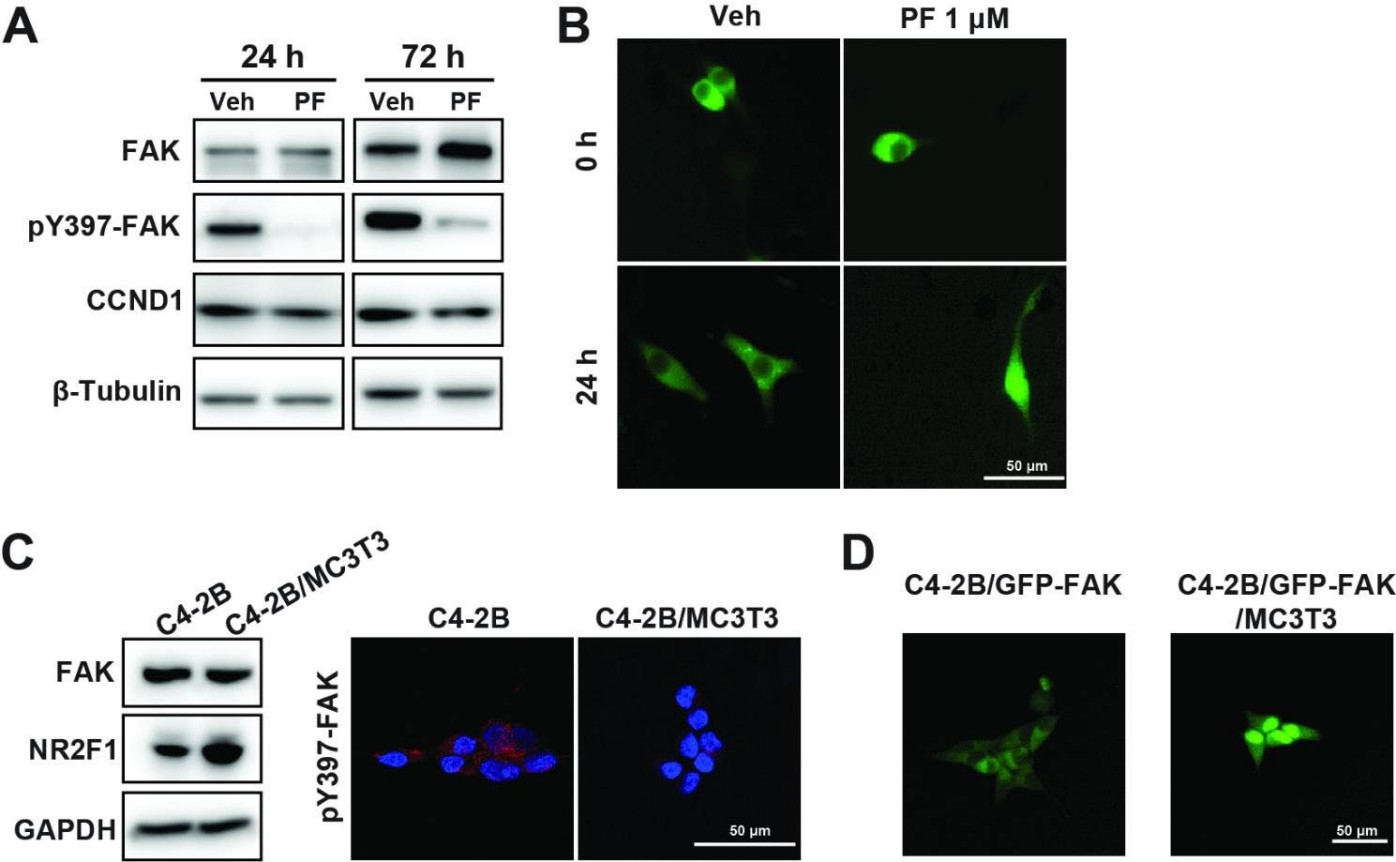
PF-271 mimicked C4-2B dormancy by blocking FAK phosphorylation and promoting FAK nuclear translocation. (**A**). C4-2B/GFP-FAK cells were treated with 1 µM PF or Veh (Vehicle, DMSO) for 24 or 72 h. The protein levels of pY397-FAK, total FAK, and CCND1 (cyclin D1) were examined by immunoblotting. (**B**). C4-2B/GFP-FAK cells were treated with 1 µM PF or Veh (Vehicle, DMSO) for 24 h and monitored every 2 h on IncuCyte S3. Representative pictures at 24 h are shown. (**C**). C4-2B cells were co-cultured with MC3T3-E1 or cultured alone for 72 h. The protein levels of total FAK and NR2F1 were examined by immunoblotting (left). Phospho-FAK levels were examined with immunostaining and captured with confocal microscopy. Red, pY397-FAK; blue, DAPI, nucleus. (**D**). C4-2B/GFP-FAK cells were co-cultured with MC3T3-E1 or cultured alone for 72 h. Representative pictures at 72 h are shown. Scale bars, 50 μm. All the experiments were independently repeated at least three times

## Discussion

Metastatic progression and recurrence, despite curative intended treatments, are among the leading causes of cancer-related mortality [67, 68]. PCa cases increased by nearly 300 thousand annually in the US and more than 1.4 million worldwide [69]. Early dissemination, dormancy, and reactivation of cancer cells have been implicated as the key factors driving these events. However, the impact of clinical treatments on cancer dissemination and dormancy, as well as the underlying mechanisms of dormancy, remain poorly understood [70–72]. In this study, we investigated the effects of primary tumor removal on PCa cell dissemination in a mouse xenograft model. We found that tumor removal decreased DTC numbers to levels below the detection limits in all the tissues examined, except for the bones. Furthermore, we observed a dynamic progression of detectable DTCs from the bone cortex to the bone marrow. The in vitro experiments revealed that osteoblasts induced PCa cell dormancy. Moreover, we identified a novel and unique gene signature in the osteoblast-induced dormant PCa cells, defined by the increased expression of dormancy markers, suppression of proliferation, and decreased mitochondrial protein-coding genes. Using an AI-facilitated drug repurposing approach, we discovered and validated the clinical drug PF-271 mimicking the osteoblast-induced C4-2B cell dormancy by inhibiting FAK phosphorylation and increasing FAK nuclear translocation. Therefore, our data suggest that FAK is a key mediator of PCa dormancy and a promising target for inhibiting and preventing PCa metastatic recurrence. The summary and hypothesis of our study is illustrated in Fig. 7.

**Fig. 7:**
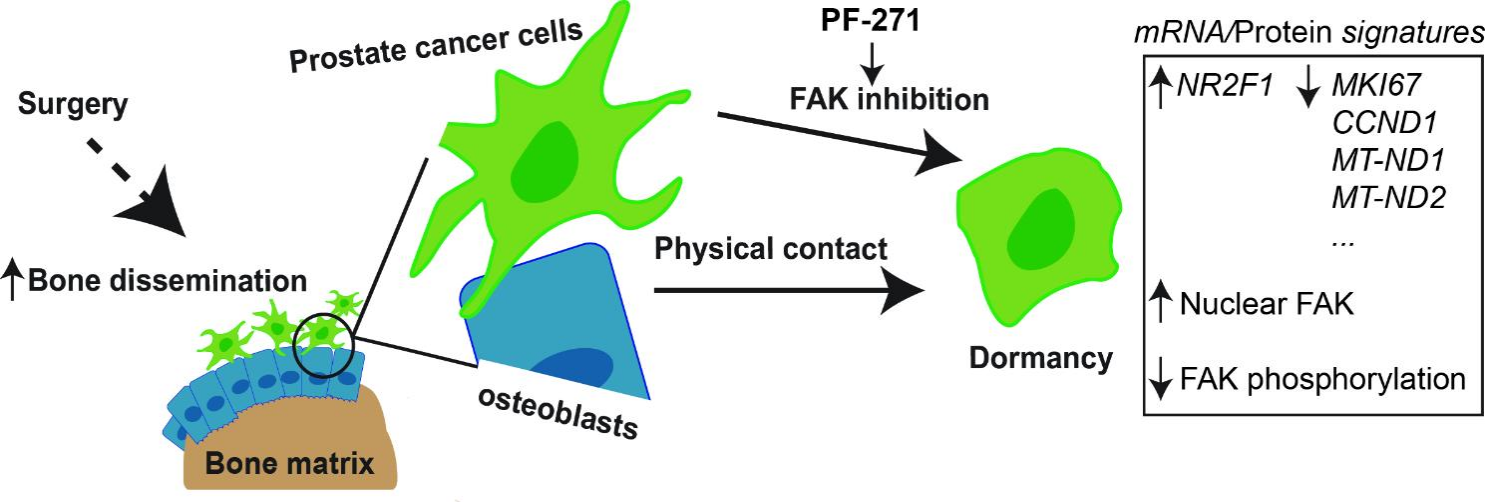
The summary and hypothesis. Physical contact between osteoblasts and cancer cells is required for the dormancy induction by inactivating FAK, which enhances its nuclear translocation and reduces its phosphorylation. Dormant prostate cancer cells exhibit increased *NR2F1* expression, decreased expression of *MKI67* and *CCND1*, and reduced levels of OXPHOS-related genes such as *MT-ND1 and MT-ND2*. PF-271, a small molecule inhibitor of FAK, can induce dormancy in the prostate cancer cells

Correlations between surgery and cancer progression have been observed and debated in clinical and animal models [26]. Generally, primary tumor resection contributed to longer survival, slower PSA increase, and lower metastatic risks, reported in two patient cohorts and in vivo studies [73, 74]. However, a non-negligible 25% of biochemical recurrence and a further 10% of metastases were recently reported among patients receiving prostatectomy [75]. To our knowledge, the DTC quantification in mouse xenografts conducted in this study is the first longitudinal examination of organ-specific PCa cell dissemination. DTCs were detected in various organs, such as bone, liver, lung, and kidney, consistent with the clinically observed sites for PCa metastases [3]. Interestingly, our data revealed that with the presence and growth of primary tumors, DTCs increase in some organs but decrease in others. Whether this discrepancy has true clinical relevance or is merely the variance of individual mice needs to be further determined. The primary tumor is likely exerting an influence on the dissemination of DTCs in the bone marrow. It could either continue to spread to various organs or trigger the activation of DTCs within the bone cortex, leading to their migration into the bone marrow. Another possibility is that the detection of DTCs in the bone marrow may have resulted from their proliferation from undetectable levels prior to week 8.

After the tumor removal, DTCs were reduced to undetectable levels in most organs. However, DTCs were detectable in bones and skeletal muscles, and the amounts were lower than before tumor removal, suggesting bones are the protecting reservoir for DTCs to maintain dormant. Furthermore, DTCs were detected in the bone cortex prior to the bone marrow, implying that surgical removal of primary tumor prolonged PCa DTCs in the bone cortex. The mechanisms underlying the detection of DTCs in the bone marrow at week 18 after the removal of the primary tumor are intriguing and will require further elucidation in future studies. During this period, there was no input from the primary tumor for 16 weeks, spanning from week 2 to week 18. We hypothesize that the source of these marrow DTCs could either be DTCs from the bone cortex that proliferated and migrated into the bone marrow, or DTCs that were actively proliferating within the bone marrow itself.

Clinically, metastatic PCa tumors were found in the marrows of bone metastatic patients and the presence of DTCs in the marrow was associated with poor prognosis [9–13, 71, 76, 77]. Since bone marrow DTCs were only identified until later stages, i.e., week 8 in the Control and week 18 in the Tumor removal group, we hypothesize that DTCs are dormant in the bone cortex. The semi-quantitative PCR method that we have optimized provides a cost-effective approach and accessible platform to evaluate the trends of PCa cell dissemination and relapse. It will be interesting to apply this method to investigate how other therapies, such as chemotherapy, first-line androgen-deprivation therapy drugs, or androgen receptor antagonist enzalutamide, affect PCa cell dissemination and dormancy.

Signatures of dormant cancer cells, including PCa, have been reported in previous studies but few of these studies characterized dormant PCa cells in the bone microenvironment [22, 25, 40, 78–81]. Our study contributed to PCa dormant signature in the context of osteoblasts, which shared some common markers genes with previous studies but highlighted some unique changes. Consistently, *NR2F1* was shown as a marker for dormant cancer cells [27, 82–84]. 

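ALDH1A1, on chromosome 9 of GRCh38 from 72900671 to 73080442, was called up-regulated by all 3 pipelines, with log2 fold changes between 1.58 and 1.74 and a median of 1.74. In the authors' deposited table its standard error was 0.45 and its adjusted p 0.0023 with Xenome (DESeq2's Wald test). BCL11B, on chromosome 14 from 99169287 to 99272197, was called up-regulated by all 3 pipelines as well, and its pipelines differed by 0.09 around a median of 1.48. Its standard error with Xenome was 0.16 and its adjusted p 2.0e-18 in the authors' deposited table. Both changes were larger in size than those of 99.4% (ALDH1A1) and 99.2% (BCL11B) of the genes with a mean count of at least 50. BMI1, on chromosome 10 from 22321099 to 22331484, had a median log2 fold change of 0.04, smaller than its standard error of 0.11 with Xenome in the authors' deposited table, and its sign differed between pipelines, with -0.02 for Kallisto in the authors' deposited table. SOX2, on chromosome 3 from 181711925 to 181714436, was covered by 2 reads in all 6 libraries together under both Xenome and XenofilteR, all of them in C4-2B alone, so a change was not detectable at this depth. With Kallisto its mean count was 1.32 in the authors' deposited table, without an adjusted p.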

Stem cell markers *ALDH1A1* and *BCL11B* showed significant up-regulation in our dormant C4-2B DE gene list (Supplementary Table S5), but *BMI1* and *SOX2* were not changed [85, 86]. *SOX9* increase was reported as a dormant marker for head and neck squamous cancer cells [27]. However, *SOX9* expression was significantly decreased in our osteoblast-induced dormant C4-2B cells (Supplementary Figure S11A & Table S5). 

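SOX9, on chromosome 17 of GRCh38 from 72121020 to 72126416, was called down-regulated by all 3 pipelines. Its median log2 fold change was -1.10, or 0.467 of the level in C4-2B alone, and the pipelines differed by 0.03. The standard error was 0.19 with Xenome and 0.21 with Kallisto in the authors' deposited table, and the adjusted p was 2.5e-07 and 5.0e-06 (DESeq2's Wald test). The size of the change exceeded that of 98.5% of the genes with a mean count of at least 50.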

Consistently, *SOX9* overexpression promotes the development of invasive carcinoma [87, 88], suggesting a distinct role of *SOX9* in prostate cancer. An increased ratio of the phospho-p38 to the phospho-ERK was described as a dormancy marker [5]. In our system, we noticed a decreased ratio of phospho-p38 to the phospho-ERK in co-cultured dormant C4-2B cells (Supplementary Figure S11B). 

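AXL, on chromosome 19 of GRCh38 from 41219223 to 41261766, was called up-regulated by 1 of the 3 pipelines. In the authors' deposited table its log2 fold change was 4.13 with Kallisto (standard error 0.29, adjusted p = 4.4e-43 from DESeq2's Wald test) and 0.47 with Xenome (standard error 0.88, adjusted p = 0.83). The mean count of AXL was 116 times as high with Kallisto as with Xenome. Solved into whole reads, the Xenome value came from 109 reads in the 3 libraries of C4-2B alone and 6 reads in the 3 co-culture libraries, of which 1 library had 0 reads. XenofilteR gave the same reads. AXL shares 0.76% of its 31-base sequences with mouse transcripts, which is more than 55.5% of protein-coding genes.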

AXL receptor tyrosine kinase was reported for inducing AR-negative PCa cells PC-3 and DU-145 in the MC3T3-E1 co-culture [25], but AR-positive C4-2B cells do not express AXL proteins although we observed an increase of *AXL* expression in the RNA-Seq. The unique gene signature of dormant PCa cells was possibly a result of response to different tumor microenvironments. Specifically, osteoblasts might dictate the signatures specific to bone metastatic dissemination, dormancy, progression, and relapse. The mitochondrial functional enrichment was identified in the down-regulated DE of the dormant C4-2B gene signature. In contrast, in a recent publication, mitochondrial functional enrichment in up-regulated DE was found in PCa metastases compared to primary tumors [89]. These data support and validate the clinical significance of the dormant C4-2B signature, i.e., the reversal of the bone metastatic progression and relapse. 

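Among the 77 nuclear genes for subunits of oxidative phosphorylation, 70 had a median log2 fold change above 0 and 7 below, with a median of 0.19 over the list (cameraPR of limma on the Wald statistics in the authors' deposited table, p = 2.6e-09, upward). The median was 0.20 with Xenome on its own and 0.14 with Kallisto on its own, where the median over all genes with a mean count of at least 50 was 0.00 in each. For comparison, all 71 nuclear genes of any function with at least the mean count of the lowest mitochondrial gene had a median of 0.14. The 219 nuclear genes with a mean count of at least 1000 whose GC content and length lie in the range of the mitochondrial genes had 0.15. The 0.19 of the list lay near these values, so part of its rise may be shared with other highly expressed nuclear genes. Sequence shared with mouse transcripts was not measured for this list, so mouse reads are not excluded as a part of its rise. The test of the list used a preset correlation of 0.01 between genes, not one estimated from these genes. Its p-value may therefore overstate the evidence. Random lists matched on mean count had medians between -0.01 and 0.08 in 95% of cases. An adjusted p under 0.05 in at least 2 pipelines was reached by 17 of the 77 genes, all of them higher in the co-culture, and by 28 with the adjustment over the list alone. At an unadjusted p under 0.05 in at least 2 pipelines, 42 of these genes were higher and 1 was lower.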

The signature of decreased mitochondrial gene expressions along with increased NR2F1 and decreased Ki67/Cyclin D1 helped distinguish PCa cells of bona fide dormancy from proliferation inhibition by serum starvations, enzalutamide treatment, or PIK-75 treatment. Therefore, this signature can be used to discover drugs that could mimic or reverse PCa cell dormancy, could treat or prevent bone metastasis and relapse, as well as to understand the basic biology of PCa cells. Because the dormant PCa cells cause no symptoms in patients, maintaining cancer cell dormancy could be an operational cure for cancer patients.

Using both 2D and 3D in vitro co-culture of PCa and various types of cells of the bone microenvironment, we found that osteoblasts’ direct physical contact with PCa cells is necessary and sufficient to induce PCa cells into a dormancy-like status. This is consistent with previous reports using different approaches [81, 90]. Furthermore, the reverse correlation between the osteoblast-induced PCa dormancy signature with the clinical bone metastatic and CTC signatures supports that the direct co-culture of PCa cells and osteoblasts is an easy and powerful platform for rapid screening of drug candidates that can modulate PCa dormancy. Co-culture of C4-2B and MC3T3-E1 without direct contact via transwell resulted in a modest increase in NR2F1 but no changes in Ki67 and cyclin D1 mRNA expressions (Supplementary Figure S2F). The conditioned media (CM) from directly mixed co-culture induced partial growth inhibition of C4-2B cells but CM from non-contact transwell co-culture did not affect C4-2B growth at all, suggesting that the secreted factors stimulated by physical contact co-culture and signaling at the C4-2B/MC3T3-E1 interface were responsible for dormancy induction. Both need to be determined by further studies.

Using a novel AI tool (unpublished), we predicted the dormancy-mimicking drugs. The in vitro testing suggested the dormancy-mimicking effect of PF-271, an FAK inhibitor. Coincidently, using the human epidermoid carcinoma HEp3 cells that were passaged 120 to 170 times in chicken embryos as a dormancy model, a previous study found that genetic inhibition of FAK could mimic the tumor dormancy induced by the specific microenvironment, in which FAK was activated by the urokinase plasminogen activator receptor (uPAR) and mediating the expression of ERK [91]. In our osteoblast-induced dormant PCa cells, neither uPAR nor ERK was changed, suggesting a role of FAK in PCa dormancy with a distinct mechanism. Inhibition of FAK was also reported to be sufficient to prevent tight junction disruption [92], validating that cell-cell interaction such as adhesion and tight junction play a vital role in establishing PCa dormancy. We noticed the functional enrichment of KEGG pathway “cell adhesion molecules” in up-regulated DE in dormant cells (Supplementary Table S6). 

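Table S6 lists 8 genes under this pathway. Of these, 6 were called up-regulated by at least 2 pipelines, 1 by Kallisto on its own (CLDN11), and 0 by all 3. The reads behind the calls were solved from the mean counts of Xenome. CLDN10 had 4 reads in the 3 libraries of C4-2B alone and 3 in the co-culture libraries. ICAM2 and HLA-DRB5 each had 4 reads in C4-2B alone and 3 in the co-culture, all 3 of the latter in 1 library. ICAM3 had 11 reads in C4-2B alone and 5 in the co-culture. With Kallisto its mean count in the authors' deposited table was 1215, with a log2 fold change of -0.0051 (standard error 0.13) and no call. CDH2, called by Xenome only, had 3 and 6 reads. No fold is given for CLDN10, ICAM2 and HLA-DRB5, whose libraries all held at most 3 reads. CNTN2, on chromosome 1 of GRCh38 from 205042937 to 205078289, had 341 reads in C4-2B alone and 30 in the co-culture, with a median log2 fold change of 1.09. In the authors' deposited table its adjusted p was 0.028 with Xenome and 0.081 with Kallisto (DESeq2's Wald test). NLGN4Y, on chromosome Y from 14522573 to 14845650, had a median log2 fold change of 2.04, and in the authors' deposited table 2.41 with Xenome and -1.37 with Kallisto. CLDN11 had 172 reads in C4-2B alone and 3 in the co-culture with Xenome. With Kallisto its log2 fold change in the authors' deposited table was 3.13 (standard error 0.32, adjusted p = 9.5e-21).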

We revealed, for the first time in C4-2B cells, that PF-271 blocked FAK phosphorylation and increased FAK nuclear translocation, through which increased NR2F1 expression and inhibited cyclin D1 expression, in turn, induced cancer cell dormancy. The efficacy of PF-271 in in vivo models of metastases and relapse will be tested in future studies.

We recognized the limitations of our study. Co-culture of relatively homogeneous PCa cells with osteoblasts over-simplified the complicated bone microenvironment. Other regulators such as mechanical stresses constantly received and changed in the bone microenvironment may also impact the tumor dormancy. Although C4-2B and PC-3 displayed the same dormancy phenotype in proliferation inhibition and molecular markers (increased NR2F1 and decreased Ki67/Cyclin D1), we also found that DU-145 displayed proliferation inhibition but NR2F1 was decreased; another PCa cell line, 22Rv1, did not show proliferation inhibition although NR2F1 was modestly increased (Supplementary Figure S2E). These data suggested that certain PCa cell intrinsic features play roles in responding to osteoblasts and need to be further defined. For example, DU-145 is a brain metastatic cell line and 22Rv1 is featured with the elevated expression of AR variant ARv7. We haven’t been able to show the presence of DTCs in the bone cortex other than PCR. Bone CLARITY may be a better approach to visualize the localization of the DTCs ex vivo [93]. We also wondered whether the detected DTC are CTCs trapped in harvested organs. However, the DTCs in mice of the tumor removal group clearly showed a preference for DTC in the bone over the liver, one of the blood-rich organs. No positive human cells were detectable by PCR in the peripheral blood of tumor-bearing mice (Supplementary Figure S1D). Together, these data suggest that the detected DTC in mice without perfusion is unlikely CTCs and the bone preference of dissemination is consistent with the frequently observed bone-tropism of PCa [94].

## Conclusions

Our study shed light on the effect of tumor removal on PCa cell dissemination with clinically relevant focus on the bones. We determined a unique osteoblast-induced PCa cell dormancy signature with significant suppression of mitochondrial gene expression, which was reported to be activated in bone metastases of PCa. The reverse correlation of dormant PCa cells and overt metastases in the bone microenvironment supported the rationale that inducing PCa dormancy prevents bone metastasis. Therefore, through an AI-powered algorithm, we identified a dormancy-mimicking drug, which induces PCa cell dormancy via FAK inhibition. Next, we will test and optimize the FAK inhibitors on dormancy induction and DTC suppression in preclinical mouse models. We will also address the molecular mechanisms by which osteoblasts induce PCa cell dormancy in the near future.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

Supplementary Material 13

## Data Availability

The datasets generated, i.e., raw RNA-Seq read files (FASTQ) for C4-2B cultured alone and C4-2B/MC3T3-E1 mixed co-culture are available in the GEO repository under accession GSE210751. The sources for the public or previously published RNA-Seq files processed in this manuscript are included in the context. Heatmaps for DTC were generated using the “pheatmap” package in R. All codes on RNA-Seq analyses and heatmap drawings are available from the corresponding author on reasonable request.

## Abbreviations

AI: Artificial Intelligence
ALDH1A1: Aldehyde Dehydrogenase 1 Family Member A1
AR: Androgen Receptor
AXL: AXL Receptor Tyrosine Kinase
BC: Bone Cortex
BCL11B: BCL11 Transcription Factor B
BM: Bone Marrow
CM: Conditioned Media
CTC: Circulating Tumor Cell
DE: Differentially Expressed genes
DTC: Disseminated Tumor Cell
ERK: extracellular signal-regulated kinase
FAK: Focal Adhesion Kinase
FUCCI: Fluorescent Ubiquitination-based Cell Cycle Indicator
GFP: Green Fluorescence Protein
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MT-ATP6: Mitochondrially Encoded ATP Synthase Membrane Subunit 6
MT-ND1/2/4: Mitochondrially Encoded NADH:Ubiquinone Oxidoreductase Core Subunit 1/2/4
MT-CO1: Mitochondrially Encoded Cytochrome C Oxidase I
MT-CYB: Mitochondrially Encoded Cytochrome B
mtDNA: mitochondrial DNA
NR2F1: Nuclear Receptor Subfamily 2 Group F Member 1
PCa: Prostate Cancer
PIP: PCNA-Interacting Protein
PSA: Prostate-Specific Antigen
qRT-PCR: quantitative real-time polymerase chain reaction
RNA-Seq: RNA sequencing
SOX2: SRY-Box Transcription Factor 2
SOX9: SRY-Box Transcription Factor 9
uPAR: urokinase plasminogen activator receptor

How the deposited data were processed for this re-analysis (not part of the article)

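The RNA-Seq of the paper compared 3 libraries of C4-2B cells cultured alone with 3 libraries of the mixed co-culture of C4-2B and MC3T3-E1 cells (1 to 30), and 3 libraries of MC3T3-E1 cells alone were not used here. Samples were assigned to groups from their labels and the paper's methods before the data were examined.

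The authors kept human reads with Xenome, or removed mouse reads with XenofilteR after alignment to both genomes, aligned to GRCh38 with HISAT2 and counted reads per gene with featureCounts, or quantified human genes with Kallisto on the joined human and mouse transcriptomes. The authors then compared the groups with DESeq2 in each pipeline. The authors deposited the log2 fold change of each gene and its standard error, also on the log2 scale. The deposited Wald statistic is a score, the log2 fold change divided by its standard error. The deposited p-value is that of the Wald test, and the adjusted p-value is the authors' Benjamini-Hochberg adjustment, left empty for genes that the filter on low means in the authors' DESeq2 run removed. The mean over both groups of the counts divided by size factors was deposited as well. The table has 41734 rows, and 21 rows that list a gene a second time were dropped, which left 41713 genes.

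The design written before the data were examined assumed counts per library. Because the table holds the authors' comparisons, the edgeR test of that design, the exact test of the mitochondrial share per library, the fits without one replicate, the replicate block, other normalizations and splits of the libraries were not run, and a filter on the overlap of the groups could not be applied to the named genes. The calls are those of the authors' DESeq2 values at the paper's thresholds (log2 fold change of at least 1 in size, adjusted p under 0.05), and a gene called in the same direction by at least 2 of 3 pipelines is a common call. The value of a gene is the median over the pipelines that list it, where at least 2 do. Gene lists (13 mitochondrial genes, 77 nuclear genes of oxidative phosphorylation, 38 proliferation genes, 30 osteoblast markers, 14 androgen response genes and the 8 cell adhesion genes of Table S6) were written before the data were examined. The lists other than the cell adhesion genes were tested with cameraPR of limma 3.58.1 (R 4.3.3, inter-gene correlation 0.01) on the median Wald statistic of the 25298 genes with an adjusted p in at least 2 pipelines. These lists were also compared with 10000 random lists matched on mean count in 20 bins. Enrichment among down-regulated genes was tested with a one-sided Fisher's exact test against the same 25298 genes. The genes named are the 13 mitochondrial genes, the genes that the paper names for the co-cultured C4-2B cells (with some not reported), the cell adhesion genes of Table S6, and in each direction the 5 common calls with the largest median log2 fold change among genes with a mean count of at least 50.

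Whole reads were solved from the mean counts of Xenome and XenofilteR. The value that 1 read of each of 6 libraries adds to the mean was found from the most frequent low values, and each low mean was then written as a sum of whole reads. On simulated reads, 100% of 2000 genes were recovered. Named genes with a mean count up to 50 are given in reads only where an exhaustive search found 1 solution. On the real table, each of the 20014 genes (Xenome) and 19873 genes (XenofilteR) with a mean below 10 had 1 solution. The group of the deeper libraries follows from the direction of the deposited fold changes of genes with 20 or more reads in the deeper libraries alone or with reads in the shallower libraries alone, and no solved library was matched to a replicate. The human counts per library, from 4.59 M to 253 M with Xenome, are estimates from these size factors and the summed group means. The co-culture libraries set the precision, since 1 read of the shallowest adds 1.53 to a mean count with Xenome and 1 read of the deepest library adds 0.028. Read counts cover counting error only, and 3 reads were taken as the floor. The calling rule was tested on simulated fold changes of 14145 genes with 200 changed genes, of which 100% were recovered.

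Sequence shared between the species was measured as the percent of the distinct 31-base sequences of a human gene's transcripts (GENCODE release 44) that occur on either strand of mouse transcripts (GENCODE release M21). Scripts used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The alternatives tried were protein-coding genes only, no filter on low counts (Benjamini-Hochberg adjustment over all genes with a p-value), no fold minimum, each pipeline on its own, and, chosen after the data were seen, calls by all 3 pipelines and genes with a mean count of at least 50.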

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

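The test of the share of processed pseudogenes was written before its result was seen, and the comparisons of shared sequence and of mean counts in this part were chosen after it. The paper's list of differentially expressed genes (Table S5) holds protein-coding genes. Outside it, 165 genes that are not protein-coding were called up-regulated and 54 were called down-regulated by at least 2 pipelines, and these were singled out because the paper does not report on them. Kallisto gives no value for 164 of the 165 and for all 54, so these calls rest on Xenome and XenofilteR. They include 66 long non-coding RNAs up-regulated and 33 down-regulated.

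A candidate explanation for the up-regulated calls is that mouse reads were aligned to human processed pseudogenes, whose sequence is close to conserved coding sequence. Processed pseudogenes made up 43.0% of the up-regulated calls (71 of 165) and 14.8% of the down-regulated calls (8 of 54), against 25.5% of all 10280 tested genes that are not protein-coding (two-sided Fisher's exact test between the directions, p = 0.00014). The 71 up-regulated processed pseudogenes shared a median of 3.93% of their 31-base sequences with mouse transcripts, above all 10000 lists of processed pseudogenes matched on mean count, 95% of which had medians between 0.34% and 2.03%. Of the up-regulated genes, 43.0% had a mean count below 10 with Xenome, a count that does not separate a change from the effect of few reads. Mouse reads may therefore contribute to the 71 up-regulated processed pseudogenes. Shared sequence was not tested for the other up-regulated genes or for the down-regulated genes, and no biological explanation was tested.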

How the results depend on the processing

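No paired analysis was possible because the deposited table holds the comparison of the groups, without values per library. For the same reason the following intended alternatives were not run: a new DESeq2 or edgeR fit, other size factors (RLE, upper quartile, library totals, TMM with and without the mitochondrial genes), the filter of at least 10 counts in every sample, the fits that leave out one library, the replicate block, the pseudocount and the filter based on MC3T3-E1 alone. Other splits of the 6 libraries were not run either. Calls by all 3 pipelines, a mean count of at least 50, all alternatives for the overlap with Table S5, and, for results other than the counts of genes and the calls of the mitochondrial genes, single pipelines and no fold minimum were chosen after the data were seen.

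The counts of common genes, 324 up-regulated and 177 down-regulated, depended on the choices. Protein-coding genes only gave 159 up-regulated genes, Kallisto on its own 650, the call by all 3 pipelines 100 and a mean count of at least 50 gave 108. Without a fold minimum the counts were 1325 and 1210, and all 3 pipelines shared 73 down-regulated genes. Kallisto is examined under the other observations, and the 165 up-regulated genes that are not protein-coding under the results flagged for a closer look. With Xenome, 140 up-regulated and 3 down-regulated calls had a mean count below 10, so calls at low counts were mostly up-regulated. The cause was not tested for the remaining changes. Without the filter on low counts 260 genes were up-regulated and 154 down-regulated. Up-regulated genes made up the larger part with each pipeline, while 120 of the common genes with a mean count of at least 50 were down-regulated. Of the genes that Table S5 lists for at least 2 pipelines, the overlap fell from 159 to 99 up-regulated and from 119 to 73 down-regulated with all 3 pipelines, to 78 up-regulated with a mean count of at least 50, and to 75 down-regulated with Kallisto on its own.

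The 13 mitochondrial genes had log2 fold changes below 0 and adjusted p-values under 0.05 with each of the 3 pipelines on its own, with medians between -1.11 and -1.06. The number called down-regulated was 9 with Xenome, 9 with XenofilteR, 11 with Kallisto, 9 without the filter on low counts, 9 with all 3 pipelines and 13 without a fold minimum. Their share of human counts was 6.38% in C4-2B alone and 3.09% in the co-culture with Xenome. It was 6.78% and 3.25% over protein-coding genes only, 6.30% and 3.05% with XenofilteR, and 6.67% and 3.13% with Kallisto. The spread between libraries is not known, so no test of the share was possible. Mitochondrial genes among the down-regulated genes passed the one-sided Fisher's exact test under all 8 alternatives tried, and nuclear genes of oxidative phosphorylation passed it under none of them.

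The nuclear genes of oxidative phosphorylation and the androgen response genes kept their direction and stayed significant under the 6 alternatives run for them. The rise of the proliferation genes no longer passed with Kallisto on its own (median log2 fold change 0.059; cameraPR on the Wald statistics of the authors' deposited table, p = 0.15, and between 0.00027 and 0.0045 under the other alternatives). The osteoblast markers passed only with XenofilteR on its own (0.21; cameraPR on the Wald statistics of the authors' deposited table, p = 0.025, and between 0.11 and 0.42 under the other alternatives). The cause was not tested for the proliferation genes. Of the cell adhesion genes of Table S6, 6 were common up-regulated genes, 1 was called by Kallisto on its own, 0 by all 3 pipelines, 4 without the filter on low counts, and 1 with a mean count of at least 50.

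Of 131 values of 44 named genes with single pipelines, 115 kept direction and call, 4 lost the call, 5 gained it and 7 had the opposite sign to the median. All 7 were with Kallisto, whose log2 fold changes were -0.023 for BMI1, 0.22 for PLAUR, -1.37 for NLGN4Y, -1.15 for HLA-DRB5, -0.0051 for ICAM3, 3.13 for CLDN11 and 1.41 for DHRS3 in the authors' deposited table. The cause was not tested for these genes.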

Differences from the paper's values

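Table S5 of the paper lists 159 genes as up-regulated in at least 2 pipelines, and 324 genes were counted here over all genes of the authors' deposited table. Of the alternatives set before the data were examined, protein-coding genes only gave 159, while no filter on low counts (260), no fold minimum (1325), Xenome on its own (425), XenofilteR on its own (477) and Kallisto on its own (650) did not close the gap. All genes of Table S5 are protein-coding. For the down-regulated genes the paper's Table S5 gives 119 and the count here was 177. Protein-coding genes only gave 123, which included all 119. Of the 123, 4 were called up-regulated by Kallisto.

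The paper's results describe the dormant signature as the genes common to the pipelines used, and its methods require at least 2 pipelines. Calls shared by all 3 pipelines came to 100 up-regulated and 73 down-regulated genes, a setting chosen after the values were seen.

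The paper states that AXL expression increased in the RNA-Seq. Its median log2 fold change here was 0.47, without a call, and Kallisto on its own calls it, with 4.13 in the authors' deposited table. The paper states that SOX2 was not changed, and 2 reads in all 6 libraries with Xenome and XenofilteR leave a change undetectable there. Its mean count with Kallisto was 1.32 in the authors' deposited table, without an adjusted p. The paper reports that Ki67 and cyclin D1 decreased in the co-culture by qRT-PCR, another assay of the same kind of culture. In the RNA-Seq the median log2 fold change was 0.11 for MKI67 and 0.09 for CCND1, and neither was called by any pipeline. The paper reports enrichment of cell adhesion molecules among up-regulated genes. Of the 8 genes in Table S6, CLDN11 was not a common call, with a median log2 fold change of -1.28, and is called by Kallisto on its own, and CDH2 is called by Xenome on its own.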

Other observations

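The tests of the XenofilteR difference, of low counts in C4-2B alone, of the cell adhesion genes, of GAPDH and of nuclear genes that share 0%, and the shared percent of COL1A2, ZEB2 and PRRX1, were chosen only after the result was seen.

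The 13 mitochondrial genes fell in the co-culture, and technical explanations were tested first. Mouse reads would have to fall on other genes and lower these through the scaling, since the 13 genes shared a median of 0% of their 31-base sequences with mouse transcripts, at most 0.404% (MT-ND6), against 0.612% for the median of 14990 protein-coding genes. The 556 nuclear protein-coding genes with a mean count of at least 1000 that likewise share 0% had a median log2 fold change of 0.065, without such a fall. A fault of scaling between libraries of different depth would lower other highly expressed genes as well. Of 71 nuclear genes with at least the mean count of the lowest mitochondrial gene, 4.23% (3 genes) fell by 0.5 or more on the log2 scale, and their median was 0.14. GC content and length of the transcripts would lower nuclear genes alike in both. The 219 such genes with a mean count of at least 1000 had a median log2 fold change of 0.15. None of these tests accounts for the fall. Differences between library batches were not tested, and the labels and the paper name none. The paper reports lower levels of 6 of these genes by qRT-PCR and a lower mitochondrial DNA copy number, which were not analysed here.

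Kallisto called more up-regulated genes than the other pipelines. The 532 protein-coding genes that Kallisto alone called up-regulated shared a median of 1.06% of their 31-base sequences with mouse transcripts (530 genes with a value), above all 10000 lists matched on mean count, 95% of which had medians between 0.318% and 0.468%. Low Kallisto counts account for few of them, since 7.89% had a Kallisto mean count below 10. Low counts in the other pipelines, where 75 of these genes have no Xenome value, were not ruled out as a reason that the others did not call them. Mouse reads counted on human genes may therefore contribute to these calls. Across 12659 protein-coding genes, the difference of the log2 fold change between Kallisto and Xenome rose with the shared percent, though weakly (Spearman rho 0.0708, permutation p = 1e-05, two-sided, the smallest that 100000 permutations can give; genes are not independent replicates). The difference exceeded 1 for 6.48% of the genes that share at least 3.84% and for 2.61% of the others. NR2F1, which rose more with Kallisto, shares 23.0%, more than 99.9% of protein-coding genes. AXL shares 0.76%, more than 55.5% of them, so shared sequence of this length does not single out AXL.

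The protein-coding genes called up-regulated by at least 2 pipelines shared a median of 0.728% of their 31-base sequences with mouse transcripts, above 99.7% of the matched lists, and the down-regulated genes shared 0.471%, above 37.7%. The common up-regulated genes may thus include genes with mouse reads. COL1A2, ZEB2 and PRRX1, with the largest rises, had less than 1 implied read per library in C4-2B alone and about 61, 180 and 107 reads in the co-culture libraries together with Xenome. ZEB2 shares 10.2% of its 31-base sequences with mouse transcripts and PRRX1 5.51%, more than 98.6% and 94.9% of protein-coding genes, while COL1A2 shares 1.09%, more than 64.6% of them. With XenofilteR the reads in the co-culture libraries together were about 358 for COL1A2, 70 for ZEB2 and 129 for PRRX1. Mouse reads may therefore contribute to ZEB2 and PRRX1. The reads of COL1A2 and ZEB2 depended most on the species filter, so the lower shared percent of COL1A2 does not exclude mouse reads there.

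The osteoblast markers, written down as a sign of mouse reads, had a median log2 fold change of 0.21 (cameraPR on the Wald statistics of the authors' deposited table, p = 0.11), with 15 of 25 tested genes higher. The median of the 16 markers with a mean count of at least 50 lay above 99.7% of the random lists matched on mean count, outside the range of -0.21 to 0.14 that held 95% of them, so mouse reads may contribute to this list. The XenofilteR minus Xenome difference of the 25 tested markers had a median of 0.0221. This was above all 10000 lists matched on mean count, 95% of which lay between -0.003 and 0.005. For these markers XenofilteR may keep slightly more mouse reads than Xenome. Single genes went both ways in the authors' deposited table, with GAPDH at 0.53 for Xenome and 1.45 for XenofilteR, but SEMA3A at 6.02 and 3.38 and EEF1A1P16 at 5.71 and 4.52.

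Of the 6 cell adhesion genes of Table S6 called by at least 2 pipelines, 4 had fewer than 10 reads in the co-culture libraries together (CLDN10, HLA-DRB5, ICAM2 and ICAM3). These genes were chosen for being called, so the count does not separate a change from the effect of few reads. Genes with few reads, all of them in C4-2B alone, tended to be listed above 0. Among genes with 5 to 19 reads that all lay in C4-2B alone, Xenome listed 88.6% (4081 of 4607) with a log2 fold change above 0, and all 4075 genes with 2 to 4 such reads. Among the 1907 genes with 20 or more such reads it listed 0 above 0. For genes without co-culture reads, a positive log2 fold change at very low counts may therefore come from the difference in depth between the groups. CLDN10, HLA-DRB5, ICAM2 and ICAM3 had reads in the co-culture as well, so this test does not decide their case. For ICAM3, Kallisto gave no rise at a mean count of 1215 (log2 fold change -0.0051, standard error 0.13).

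The proliferation genes were not lower in the RNA-Seq. Of 38 genes, 29 had a median log2 fold change above 0, with a median of 0.09 (cameraPR on the Wald statistics of the authors' deposited table, p = 0.00079, upward), while the same list lay above 90.8% of lists matched on mean count. An adjusted p under 0.05 in at least 2 pipelines was reached by 7 of them, and by 9 with adjustment over the list alone. CDKN1A (p21) had a median log2 fold change of 0.46 and was not called. The androgen response genes had a median of -0.12, with 9 of 13 tested genes lower (cameraPR on the Wald statistics of the authors' deposited table, p = 0.0056), and 6 of the 13 had an adjusted p under 0.05 in at least 2 pipelines, over all genes and over the list alone, of which 5 were lower and 1 was higher. Set against GAPDH, the reference gene of the paper's qRT-PCR, MKI67 fell by 0.42 and CCND1 fell by 0.44 on the log2 scale (medians of the pipelines). With XenofilteR these values were -1.34 and -1.36. GAPDH shares 6.60% of its 31-base sequences with mouse transcripts, more than 96.3% of protein-coding genes, so its rise may itself come from mouse reads. The paper states that its qRT-PCR primers were specific for human sequence, so by that account mouse GAPDH would not enter its ratio. A rise of GAPDH in the human cells could lower a ratio to it. The qRT-PCR samples were not analysed here, so this cannot be decided. The paper's evidence for arrest also includes growth imaging, dye dilution and a cell cycle reporter, which were not analysed here.

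The paper states that uPAR was not changed in the dormant cells without naming the measurement. In the RNA-Seq the median log2 fold change of PLAUR (uPAR) was -0.51, and it was not called by any pipeline. With Xenome PLAUR had 447 reads in C4-2B alone and 13 in the co-culture, and a standard error of 0.51. Kallisto gave 0.22, so neither a fall nor the lack of a change is established for PLAUR. PTK2 (FAK) had a median log2 fold change of -0.04.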
